# IL1A enhances TNF-induced retinal ganglion cell death

**DOI:** 10.3389/fnagi.2026.1754881

**Published:** 2026-02-05

**Authors:** Katherine M. Andersh, Michael MacLean, Gareth R. Howell, Richard T. Libby

**Keywords:** glaucoma, interleukin 1, neuroinflammation, opticneuropathy, proinflammatory cytokines

## Abstract

**Introduction:**

A growing body of literature suggests a role for neuroinflammation in retinal ganglion cell (RGC) death in glaucoma. For instance, deficiency of three proinflammatory cytokines, complement component 1, subcomponent q (*C1q*), interleukin 1 alpha (*Il1a*), and tumor necrosis factor (*Tnf*), resulted in significant protection of RGCs after glaucoma-relevant insults. While TNF and C1Q have been extensively investigated in glaucoma-relevant model systems, the role of IL1A in RGCs is not well defined.

**Methods:**

Eyes of 2–4 month-old C57BL/6J mice or mice deficient in either *Jun* or *Sarm1* were intravitreally injected with IL1A alone, TNF alone, or IL1A and TNF together. Retinal flat mounts were assessed for RGC survival using immunostaining of RBPMS. Bulk RNA-sequencing and differential expression analyses of retinal tissue was performed to determine molecular changes in response to IL1A, TNF, and IL1A combined with TNF within C57BL/6J and *Sarm1* deficient mice.

**Results:**

Intravitreal injection of IL1A did not result in RGC death at either 14 days or 12 weeks. Consistent with previous studies, TNF injection did not cause significant RGC loss at 14 days but did after 12 weeks. Together, IL1A+TNF resulted in a relatively rapid RGC death, driving significant loss 2 weeks after injection. We identified molecular changes which occur in response to IL1A and to combined IL1A+TNF treatment with limited changes identified in TNF alone treated eyes. Using mice deficient in *Jun* or *Sarm1*, we showed RGC loss after IL1A+TNF insult is JUN-independent and SARM1-dependent. Furthermore, RNA-seq analysis showed *Sarm1* deficiency does not stop the neuroinflammatory response to IL1A+TNF.

**Discussion:**

We identified a novel role of IL1A, we found that IL1A acted as a sensitizer to TNF-induced death. Co-injection of IL1A and TNF resulted in rapid RGC death, with significant RGC loss 14 days after injection. TNF+IL1A-induced RGC death did not depend on JUN activation and was rather SARM1 dependent. Also, RNA-seq analyses indicated that while *Sarm1* deficiency protected from IL1A+TNF induced RGC loss it did not significantly alter microglia and astrocyte responses. Altogether, these findings indicate that IL1A potentiates SARM1-dependent TNF-induced RGC death *in vivo*.

## Introduction

Glaucoma is a neurodegenerative disease characterized by retinal ganglion cell (RGC) death and irreversible loss of vision. Many studies in recent years have identified RGC intrinsic pathways required for RGC death after glaucoma-relevant insults (Syc-Mazurek and Libby, 2019). While these findings are promising, recent studies have implicated extrinsic signaling as key drivers of RGC injury in glaucoma. In fact, multiple studies have suggested a primary or direct role of microglia and astrocytes in glaucomatous neurodegeneration (Tezel, 2022; Miao et al., 2023).

Recent studies showed a direct neurotoxic role of neuroinflammation in glaucoma relevant RGC death, specifically through 3 neuroinflammatory molecules: *C1qa*, *Tnf*, and *Il1a* (Liddelow et al., 2017). These molecules were capable of indirectly driving RGC death via astrocyte activation *in vitro* (Liddelow et al., 2017), and deletion of *C1qa*, *Tnf*, and *Il1a in vivo* was sufficient to protect RGCs from mechanical optic nerve injury (optic nerve crush; ONC) (Liddelow et al., 2017; Guttenplan et al., 2020) and ocular hypertension (OHT) (Sterling et al., 2020). These studies show the role of neuroinflammatory signaling in driving glaucoma-relevant RGC death. In addition, *in vitro* application of TNF, IL1A and C1Q, can drive astrocyte activation (Liddelow et al., 2017). IL1A, TNF, and C1Q exposed astrocytes release neurotoxic lipids, which can kill RGCs (Guttenplan et al., 2021). These findings and others demonstrate the importance of these molecules in RGC degeneration after axonal insult (Kitaoka et al., 2006; Howell et al., 2011; Roh et al., 2012; Mac Nair et al., 2015). However, the direct neurotoxicity of these molecules in the absence of other insult(s) on the retina after intravitreal injection remains understudied.

C1Q and TNF have been extensively studied in the context of glaucoma, with *C1q* inhibition or deletion proving to be partially protective to RGCs (Howell et al., 2011). However, conflicting results implicating TNF in RGC degeneration have made it unclear whether it is protective or detrimental. TNF inhibition results in mild protection from OHT (Nakazawa et al., 2006; Roh et al., 2012), and deletion of *Tnf* leads to worsening RGC degeneration after ONC (Mac Nair et al., 2015). In the absence of other injuries, direct TNF application is known to drive approximately 15–20% RGC loss at a delayed rate following 8–12 weeks (Kitaoka et al., 2006; Mac Nair et al., 2015; Ko et al., 2020). These data suggest a complex and context-dependent role of TNF. IL1A is another key proinflammatory cytokine capable of being released from several cell types, including microglia (Hetier et al., 1988; Pinteaux et al., 2002; Todd et al., 2019), astrocytes (Friedman et al., 1996; Friedman, 2001; Lau and Yu, 2001; Moynagh, 2005), and Müller glia (Ueno et al., 2017). While IL1A was shown to be expressed in early stages of glaucoma in the DBA/2J glaucoma model (Howell et al., 2011), study of its function in the retina has been limited to retinal ischemia (Hangai et al., 1995) and uveitis (Rosenbaum et al., 1987; De Vos et al., 1994). Several studies assess the neurotoxic effects of IL1A in the central nervous system (Patel et al., 2003; Basu et al., 2004; Allan et al., 2005; Moynagh, 2005) though none have focused on the retina. It remains unknown if and how IL1A may act to drive RGC degeneration. Given the role of IL1A in RGC death after glaucoma-relevant insults learned from loss of function studies (Liddelow et al., 2017; Liddelow et al., 2017; Guttenplan et al., 2020; Sterling et al., 2020) it is important to understand the effects of IL1A on RGC survival. Here, we directly test the role of IL1A on RGCs to gain insight into the mechanisms of RGC death after cytokine insult in the absence of other injuries.

## Materials and methods

### Mice

Animals were fed chow and water *ad libitum* and housed on a 12-h light-to dark cycle. Roughly equal numbers of males and females were used for each experimental group. All mice included were 2–6 months of age. C57BL/6J, *Sarm1* deficient (Jackson Laboratory, Stock # 018069), or *Jun* floxed (*Jun^fl^*) (Behrens et al., 2002) mice were used. Floxed alleles of *Jun* were recombined in RGCs *Six3*-cre (The Jackson Laboratory, Stock# 019755) (Furuta et al., 2000). *Six3*-cre recombines in all retinal neurons (including RGCs) and retinal macroglia (retinal astrocytes and Muller cells) (Furuta et al., 2000; Rattner et al., 2013; Rattner et al., 2019). All experiments were conducted in adherence with the Association for Research in Vision and Ophthalmology’s statement on the use of animals in ophthalmic and vision research and were approved by the University of Rochester’s University Committee on Animal Resources.

### Intravitreal injections

Mice were anesthetized with an intraperitoneal injection of 0.05 mL/10 g solution containing ketamine (20 mg/mL) and xylazine (2 mg/ mL). Eyes were sterilized with 50% betadine solution in phosphate buffered saline (PBS). The conjunctiva was cleared away with the bevel of a 30-gauge needle on the temporal side, and a small poke was made with the needle below the limbus and through the sclera. Vitreous was allowed to drain and was wicked away using a Kim wipe. If the eyes experienced an excessive bleed following the initial insertion of the needle, the eye was excluded from further injection and investigation. Hamilton syringes (Hamilton Company, 7,633–01) with blunt 33-gauge needles were used to perform intravitreal injections. The needle of the Hamilton syringe was inserted approximately 1 mm into the incision site at a 45° angle toward the optic nerve over a period of 30 s. Care was taken to avoid contacting the lens with the Hamilton needle. Before experiments were performed, it was established that eyes with observable lens damage due to intravitreal injection would be excluded from the study. Compounds were diluted in sterile PBS and injected slowly into the vitreous over 2 min to prevent a sudden pressure increase or leakage. 2 μL of IL1A alone (0.1 μg/μL, Peprotech, 200-01A), TNF alone (0.05 μg/μL, Sigma, T7539), or IL1A+TNF were injected. The amount of TNF used was based on our previous study that showed this amount resulted in RGC death (Mac Nair et al., 2015). To our knowledge, IL1A has not been used in intravitreal injections. The amount injected is approximately 25 times the ED50 provided by the supplier and 10 times higher than used in a recent intracisterna magna injections (Bretheau et al., 2022) when accounting for volume differences in the space injected (vitreal space and cerebrospinal fluid). After injection, the needle was held in place for 60 s to reduce drainage, and the needle was removed from the eye over the course of 30 s. The contralateral eye was injected with 2 μL of sterile PBS with identical methods to serve as an internal control. These methods were consistent across all lines and genotypes used.

### Immunostaining and quantification

Immunohistochemistry was performed as previously described (Fernandes et al., 2012; Syc-Mazurek et al., 2017a; Syc-Mazurek et al., 2017b; Marola et al., 2020; Marola et al., 2022). Eyes were enucleated and fixed in 4% paraformaldehyde in 1X PBS at room temperature for 2 h. For whole mount assessment, retinas were dissected from the optic cup and blocked in 10% horse serum, 0.4% TritonX in 1X PBS overnight at 4°C. Retinas were incubated at 4°C for 72 h in primary antibody diluted in 10% horse serum, 0.4% TritonX in 1X PBS. Primary antibodies included: rabbit anti-pJUN (phosorylated JUN, Cell Signaling, 1:250; Cat# 9261S), rabbit cCASP3 (cleaved caspase 3, R&D, 1:500), rabbit anti-RBPMS (RNA binding protein, mRNA processing factor, GeneTex, 1:500; Cat# GTX118619), guinea pig anti-RBPMS (Phosphosolutions, 1:500; Cat# 1832-RBPMS), mouse anti-TUJ1 (class III beta-tubulin, BioLegend, 1:1,000; cat# 801201). Retinas were then washed and incubated overnight at 4°C in secondary antibody diluted in PBS (Alexa-fluor conjugated, Invitrogen and JacksonImmuno). Retinas were washed and mounted ganglion cell layer up in Fluorogel in TRIS buffer (Electron Microscopy Sciences). As previously described RBPMS+ and pJUN+ cells were quantified following collection of eight 40x fields per retina, and cCASP3+and RBPMS+ double positive cells were quantified using eight 20x fields per retina. Images were equally spaced 220 μm from the peripheral edge of the retina (with 2 images per quadrant) to gauge gross changes in RGC density following injection. For assessment of RGC density changes following injections, RBPMS+ TUJ1+ RGCs were quantified following collection of eight 40x fields per retina. Image quantification was performed using the cell-counter tool in ImageJ. A masked observer captured and manually quantified all images using these methods across groups and conditions.

### Statistical analysis

The animal number is provided in each figure legend and, where appropriate, was determined by power analysis. Male and female mice were used for all experiments. Except the RNA-seq data, bar graphs represent means and error bars are standard error of the mean (SEM). For all experiments, mice were randomly chosen for experimental groups and the experimenter was masked to genotype and/or condition. Also, prior to injection, any animals with pre-existing abnormal eye phenotypes (e.g., displaced pupil, cataracts, abnormal size, missing eyes, etc.) were excluded from the study. For calculation of RBPMS+ and pJUN+ cells, pJUN+ cells and total RBPMS+ cells per image were assessed to determine both density of pJUN+ cells and percentage of RBPMS+ pJUN+ double positive RGCs. These data were then assessed for differences using a *t*-test. Quantification of cCASP3+ RBPMS+ double positive cells was done across all timepoints, separating out IL1A+TNF injected and PBS injected eyes per day, and assessed using a two-way ANOVA. For quantification of RGC density, RBPMS+ and TUJ1+ double positive cells were counted in all images per group and compared using a *t*-test for those passing the Shapiro Wilk normality test (IL1A+TNF versus PBS), or a Mann-Whitney non-parametric test for those failing the normality test as noted (TNF and IL1A versus PBS). These data were analyzed using GraphPad Prism 9 software. Following assessment, significance was noted using the following parameters: * = *p* < 0.05, ** = *p* < 0.01, *** = *p* < 0.001, **** = *p* < 0.0001. Roughly, equal numbers of male and female mice were used per experiment.

### Murine RNA isolation and sequencing

Mouse eyes were harvested at 2 days following injection and retinas were freshly dissected in ice-cold PBS and frozen on dry ice and stored at −80°C prior to homogenization at the University of Rochester. Samples were shipped overnight to the Jackson Laboratory for RNA sequencing studies. Tissues were homogenized in MR1 buffer (Macherey-Nagel) using a Pellet Pestle Motor (Kimbal). Total RNA was isolated from tissue using the NucleoMag RNA Kit (Macherey-Nagel) and the KingFisher Flex purification system (ThermoFisher) as per the manufacturer’s protocol. An additional DNase treatment was done using the RNeasy Mini kit (Qiagen). RNA concentration and quality were assessed using the Nanodrop 8000 spectrophotometer (Thermo Scientific) and the RNA 6000 Nano Assay (Agilent Technologies). Libraries were constructed using the KAPA mRNA HyperPrep Kit (Roche Sequencing and Life Science), according to the manufacturer’s protocol. The quality and concentration of the libraries were assessed using the D5000 ScreenTape (Agilent Technologies) and Qubit dsDNA HS Assay (ThermoFisher), respectively, according to the manufacturers’ instructions. Libraries were sequenced 150 bp paired-end on an Illumina NovaSeq 6000 using the S4 Reagent Kit v1.5.

### Murine RNA-seq data analysis

The resulting ∼40 M read pairs per sample were processed following standard quality control practices and high-quality read pairs were aligned to the mouse genome (mm10) using STAR 2.7.9a (Dobin et al., 2013; Wingett and Andrews, 2018). Read pair counts per gene were summed with the featureCounts function in subread 2.0.1 (Liao et al., 2013, 2014). Read counts were normalized using the trimmed mean of M values (TMM) method in edgeR 3.36.0 within the R environment 4.1.3 (Robinson et al., 2010; Robinson and Oshlack, 2010). Data was scaled using the limma v3.50.3 voom function and to control for repeated measures effects, the DuplicateCorrelation function was used to block on “mouse ID” (Ritchie et al., 2015). Linear models were utilized to identify differentially expressed genes fit by the predictors of the model: Sex and type of treatment (IL1, TNF, IL1+TNF, or PBS). For the RNA-seq data involving *Sarm1* mice we also utilized the data generated for IL1, TNF, IL1+TNF treated eyes by incorporating a “batch” term into the linear model as written: Group (genotype and treatment combination) + Sex + Batch. Significant differentially expressed genes were determined by a cut-off of adjusted *p-*value < 0.05 and subjected to over representation analysis of KEGG pathways using the R package clusterProfiler v4.2.2 (Kanehisa and Goto, 2000; Yu et al., 2012). Significant differentially expressed genes with false-discovery rate (FDR) < 0.05 and corresponding log_2_ fold changes were used as input for ingenuity pathway analysis (IPA) upstream regulator analyses (QIAGEN Inc.) (Krämer et al., 2014). KEGG pathway maps were downloaded and colored by log_2_ fold change using the R package pathview v 1.34.0 (Luo and Brouwer, 2013). KEGG network graphs were generated using clusterProfiler v4.2.2 (Wu et al., 2021). Heatmaps were generated by using the average group log (counts per million mapped reads + 1) and scaling across each gene in which the scaled value = (original value-μ) / σ via pheatmap v1.0.12. Adjustments were made for multiple testing to control the FDR at 0.05 (Benjamini and Hochberg, 1995). Data will be made available through the Gene Expression Omnibus. A webtool is available for RNA-seq data exploration at: https://thejacksonlaboratory.shinyapps.io/IL1A_TNF/.

## Results

### IL1A+TNF in combination, but not alone, is sufficient to drive RGC death

Previous studies have shown that intravitreal injection of TNF drives approximately 15–20% loss of RGC (Kitaoka et al., 2006; Mac Nair et al., 2015; Ko et al., 2020), however, this death is only present 8–12 weeks following insult. Despite previous studies implicating IL1A in glaucomatous neurodegeneration, the *in vivo* role of IL1A in facilitating RGC death has not been assessed. To determine the direct neurotoxicity of IL1A on RGC viability, eyes of C57BL/6J mice were intravitreally injected with IL1A alone (0.1 μg/μL). While TNF (0.05 μg/μL) or IL1A injection alone did not cause significant RGC death 14 days post-injection (Ko et al., 2020), combined injection of IL1A+TNF did (Figures 1A−D). Twelve weeks after IL1A injection, there was no significant loss of RGCs compared to PBS-injected contralateral control eyes (Figure 1C). Twelve weeks was chosen as this is a timepoint where TNF insult had previously been reported to show RGC loss (Kitaoka et al., 2006; Mac Nair et al., 2015; Ko et al., 2020) and this confirmed in our study (Figure 1B). To determine if combined injection of IL1A+TNF resulted in increased RGC loss, ILA and TNF were injected together. Co-injection did not result in any increased cell death, compared to TNF injection alone 12 weeks post-injection (Figure 1D).

**FIGURE 1:**
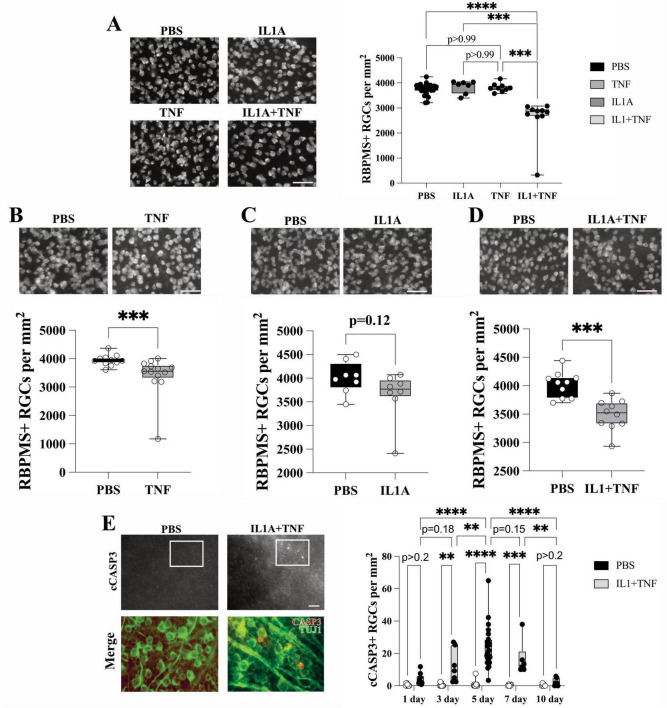
Intravitreal injection IL1A+TNF combined, but not alone, drives rapid RGC death. **(A)** Fourteen days after intravitreal application of IL1A or TNF alone, there was no loss of RGCs as judged by RBPMS+ RGCs. However, combined application of IL1A+TNF resulted in significant (*P* < 0.01) loss compared to PBS (control), IL1A, or TNF injection (PBS, *n* = 26, TNF, *n* = 9, IL1A, *n* = 7, IL1A+TNF, *n* = 10; **p < 0.01; ns, not significant). **(B–D)** The long-term effect of TNF, IL1A, and IL1A+TNF was investigated at 12 weeks post intravitreal injection. **(B)** At 12 weeks, TNF injection resulted in a significant loss of RBPMS+ RGCs compared to PBS-injected eyes (*P* < 0.001; *n* = 13 and 11, respectively). **(C)** In contrast, IL1A injection did not result in RGC loss compared to PBS injection (*n* = 8 for both conditions, *P* = 0.12). **(D)** However, the combined application of IL1A+TNF resulted in significant RGC loss compared to PBS (*P* < 0.0001; *n* = 10 for both conditions). **(E)** Cleaved caspase 3 (cCASP3) immunolabeling (red) was assessed in RGCs [colocalization with TUJ1+ cells (green)] at 1,3,5,7, and 10 days following IL1A+TNF or PBS application. cCASP3+TUJ1+ cell counts (per mm^2^) show a significant increase in cCASP3+TUJ1+ cells starting at around 3 days after injection and ending between 7 and 10 days (*n* ≥ 6 per group). Note: merged images in the bottom row indicate a zoomed-in section of the boxed area in the top row to highlight overlap. Box and whisker plots with min and max shown alongside all data points. Statistical information: **(A)** Kruskal Wallis Test with Dunn’s Multiple Comparisons Test, **(B,C)** Mann-Whitney U test, **(D)** Student’s *t*-test, **(E)** two-way ANOVA with Tukey’s Multiple Comparisons Test; NS, not significant; **p < 0.01, ***p < 0.001, ****p < 0.0001; error bars, SEM; scale bar = 50 μm.

To define the time window when RGCs die following IL1A+TNF injury, IL1A+TNF were injected into retinas, which were assessed for cleaved caspase 3 (cCASP3; a marker of dying cells). At 1,3,5,7, and 10 days. TUJ1+ cCASP3+ cells were present in the IL1A+TNF, but not PBS-injected eyes starting at 3 days and peaking between 5- and 7-days post-injection (TUJ1 labels RGCs in the ganglion cell layer; Figure 1E). These data show that IL1A or TNF alone are not capable of driving death at early timepoints, but together can mediate rapid RGC death.

### IL1A+TNF facilitates increased neuroimmune transcriptional signatures and activation of cell-death pathways

The molecular pathways leading from TNF or IL1A+TNF insult to RGC death are unknown. It is possible these cytokines act directly on RGCs as receptors for both molecules are expressed on RGCs. It is also possible that the effect of these molecules is extrinsic to RGCs, perhaps through astrocytes, as suggested by the work of Liddelow et al. (2017), Guttenplan et al. (2020), and Guttenplan et al. (2021). To understand how IL1A and/or TNF drive RGC death, RNA-sequencing was performed on whole retinas isolated 2 days post intravitreal injection, the timepoint when RGC loss was first observed after IL1A+TNF injection. 

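The authors deposited the number of read pairs counted on each of 37315 genes in 109 retinas from 64 mice, and 45 of these mice contributed both eyes. Read pairs had been aligned to mouse genome build mm10 with STAR and counted per gene with featureCounts, and the deposited counts are not normalized. The comparison at day 2 used 58 WT retinas from 35 mice, all from sequencing batch 1. Of these retinas, 31 received PBS (15 female, 16 male), 8 received TNF (4 female, 4 male), 9 received IL1A (4 female, 5 male), and 10 received IL1A+TNF (6 female, 4 male). Each injection had a volume of 2 μL, with TNF at 0.05 μg/μL and IL1A at 0.1 μg/μL. The paper states a depth of about 40 M read pairs per sample, while the values here use the total count on genes. This total ranged from 30014757 to 43039063 in PBS retinas (median 39328089) and from 32508287 to 40885644 in TNF retinas (median 37076006). It ranged from 32032592 to 41179799 in IL1A retinas (median 39945151) and from 36883363 to 45779899 in IL1A+TNF retinas (median 40761340). Counts were scaled with edgeR's TMM factors, and the level of a gene is given in CPM (counts scaled to the library total) as mean ± SD over retinas. The 19548 genes that passed edgeR's filterByExpr with a minimum count of 10 were tested with limma on voom weights. Sex was a covariate, and mouse was a random block with an estimated correlation of 0.0515. The paper's text does not name a filter on low counts. Genes with a Benjamini-Hochberg adjusted p (FDR) under 0.05 are called differentially expressed genes (DEGs). A sample is said to show a direction when it lay on that side of the mean of the control retinas of its batch.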

RNA-seq was performed on retinas injected with IL1A, TNF, or IL1A+TNF and contralateral control eyes injected with PBS. The results indicate that while IL1A or TNF alone induced significant transcriptional changes, the largest changes were observed in the IL1A+TNF group (Figures 2A−D). 

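In IL1A+TNF retinas, limma called 9852 DEGs, which is 50.4% of the genes tested, with 4874 higher and 4978 lower than in PBS retinas. Of these, 7882 had an FDR under 0.01. After IL1A alone there were 4193 DEGs (2346 higher, 1847 lower), and 2674 had an FDR under 0.01. After TNF alone there were 128 DEGs (120 higher, 8 lower), and 48 had an FDR under 0.01. A log2 fold change of at least 1 in size was reached by 1166 of the IL1A+TNF DEGs, 635 of the IL1A DEGs and 61 of the TNF DEGs. The direct comparison of IL1A+TNF with IL1A retinas gave 1968 DEGs (1054 higher, 914 lower). The alternative that moved the IL1A+TNF count most was mouse as a fixed factor, with only mice that had 1 treated and 1 PBS eye, which gave 6676. Under the same alternative the IL1A count was 1244 and the TNF count was 0, with 1471 genes at an unadjusted p under 0.05. The TNF count also depended on single mice: it was 17 without mouse 60585, 27 without mouse 60213, 35 without mouse 59833 and 443 without mouse 60584. Without mouse 60033, 60639 or 59733 it was 62, 69 or 70. Here and in later TNF results, only the TNF retina of the named mouse was left out, and its PBS retina stayed in.

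The DEG with the smallest FDR in IL1A+TNF retinas was Hmox1 (ENSMUSG00000005413; chromosome 8, 75093621 to 75100589), which encodes heme oxygenase 1. Its level was 140 ± 25.5 CPM (SD, n = 10) against 8.84 ± 4.23 CPM (SD, n = 31) in PBS retinas. The log2 fold change was 4.05 (SE 0.20, FDR 9.97e-24 from limma), and 10 of 10 retinas were higher. Siglecf (ENSMUSG00000039013; chromosome 7, 43351341 to 43359531) reached 14.1 ± 7.22 CPM (SD, n = 9) after IL1A against 1.38 ± 1.2 CPM in PBS retinas. Its log2 fold change was 3.72 (SE 0.28, FDR 2.85e-15 from limma), and 9 of 9 retinas were higher. The smallest FDR after IL1A, 4.64e-17 from limma, belonged to the pseudogene Gad1-ps (log2 fold change 2.42, 9 of 9 retinas higher), whose reads the counting could have split with Gad1. Ciita (ENSMUSG00000022504; chromosome 16, 10480059 to 10528418) had the smallest FDR after TNF, with 5.51 ± 1.64 CPM (SD, n = 8) against 3.11 ± 0.748 CPM. Its log2 fold change was 0.82 (SE 0.14, FDR 0.00174 from limma), 7 of 8 retinas were higher, and it stayed a DEG with each TNF mouse left out in turn.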

Overrepresentation analyses revealed key pathways affected in the combined treatment group included apoptosis, necroptosis, TNF signaling, Toll-receptor signaling, and NOD-like signaling (Figures 2E−G). Thus, the RNA-seq data revealed potential pathways important in cell signaling pathways intrinsic to RGCs and RGC extrinsic inflammatory and/or glial activation pathways. 

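The KEGG sets behind Figures 2E−G were not available, so 917 Reactome sets of 10 to 500 genes were tested in their place. The test was a one-sided Fisher's exact test of DEGs among the tested genes that belong to any set, with Benjamini-Hochberg adjustment over the sets. In IL1A+TNF retinas 58.6% of that background was called, and 26 sets passed an FDR of 0.05. Interferon gamma signaling ranked first, with 66 of 77 genes called (FDR 0.000205). When all DEGs were counted, Toll-Like Receptors Cascades (71 of 105, FDR 0.357) and NOD-like receptor signaling (30 of 42, FDR 0.489) did not pass. Death Receptor Signalling (9 of 12, FDR 0.834) and Regulated Necrosis (11 of 17, FDR 1) did not pass either. Of 2 alternatives for this count, a background of genes with 1 CPM and a threshold of FDR under 0.01, the latter moved the Toll-like receptor set more, to 0.024. When only genes with higher expression were counted, 125 sets passed, led by Translation (FDR 4.9e-22). Among them, the FDR was 0.00029 for the Toll-like receptor set (58 genes) and 0.0104 for the NOD-like receptor set (25 genes). For the death receptor set (9 genes) the FDR was 0.0408. For Regulated Necrosis, whose 11 DEGs were all higher, it was 0.0713.

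The same sets were tested with limma's camera, with a preset correlation between genes of a set. The p was 9.45e-09 for the Toll-like receptor set, 2.71e-05 for the NOD-like receptor set, 3.01e-05 for the death receptor set and 5.68e-05 for Regulated Necrosis. All 4 sets were also higher under limma's fry, with the highest p at 4.73e-11. With an estimated correlation in camera the first 3 kept a p under 0.05 (0.0114, 0.014 and 0.0358), and Regulated Necrosis had 0.0554. A hand-written list of 35 necroptosis genes had 29 DEGs higher and 2 lower, and 31 when adjusted over the list alone (Fisher's exact test, p = 2.11e-06). From these pathways, the paper proposes signaling within RGCs as well as extrinsic inflammatory and glial activation pathways.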

Note, when investigating the effects of TNF alone at 2, 14, and 35 days post-injection, few transcriptional changes were seen at 2 days compared to PBS controls and no significant changes at 14 or 35 days (Figure 2A, not shown).

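TNF was also tested at later times, in WT retinas of the same batch. At day 14 there were 6 TNF retinas (4 female, 2 male) and 7 PBS retinas (3 female, 4 male) from 8 mice, 1 of which received PBS in both eyes. Total counts were between 31646659 and 40562588 in the TNF retinas (median 37483160) and between 30095033 and 40090639 in the PBS retinas (median 34677727). At day 35 there were 9 TNF retinas (4 female, 5 male) and 6 PBS retinas (3 female, 3 male) from 9 mice. Their totals were between 33221383 and 40039443 (median 36626521) and between 35342329 and 42486918 (median 37937107). With 18023 genes tested at day 14, limma called 0 DEGs, 838 genes had an unadjusted p under 0.05, and the smallest FDR was 0.888. edgeR's quasi-likelihood test and DESeq2 also called 0, with 476 and 472 genes at an unadjusted p under 0.05. With 17821 genes tested at day 35, limma called 0 DEGs, 871 genes had an unadjusted p under 0.05, and the smallest FDR was 0.581. edgeR and DESeq2 called 0 there too, with 747 and 746 genes at an unadjusted p under 0.05. With mouse as a fixed factor, 8 genes (1 higher, 7 lower) were called at day 35 and 0 at day 14.

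In simulated counts with the same layout, 200 genes changed by a log2 fold change of 1 or 2 in size. The test called 96.5% of them at day 14 and 100% at day 35. The changed genes averaged at least 1 CPM, the mouse effect was set by hand, and smaller changes were not simulated. Of the 128 TNF DEGs of day 2, 61 reached a size of 1, so these shares do not cover changes like the others. The TNF DEGs of day 2 had a median log2 fold change of 0.949 along their own direction, a value raised by their selection. At day 14, 99 of them were tested, the median was 0.136, and 77 had the same direction as at day 2. At day 35, 91 were tested, the median was 0.0955, and 71 had the same direction. A direct test of the TNF effect at day 14 against day 2, chosen after the counts were seen, called 0 of 20056 genes with limma, with 759 at an unadjusted p under 0.05, and 0 with edgeR (731). For day 35 against day 2 it called 0 with limma (511 at an unadjusted p under 0.05) and 0 with edgeR (611).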

**FIGURE 2:**
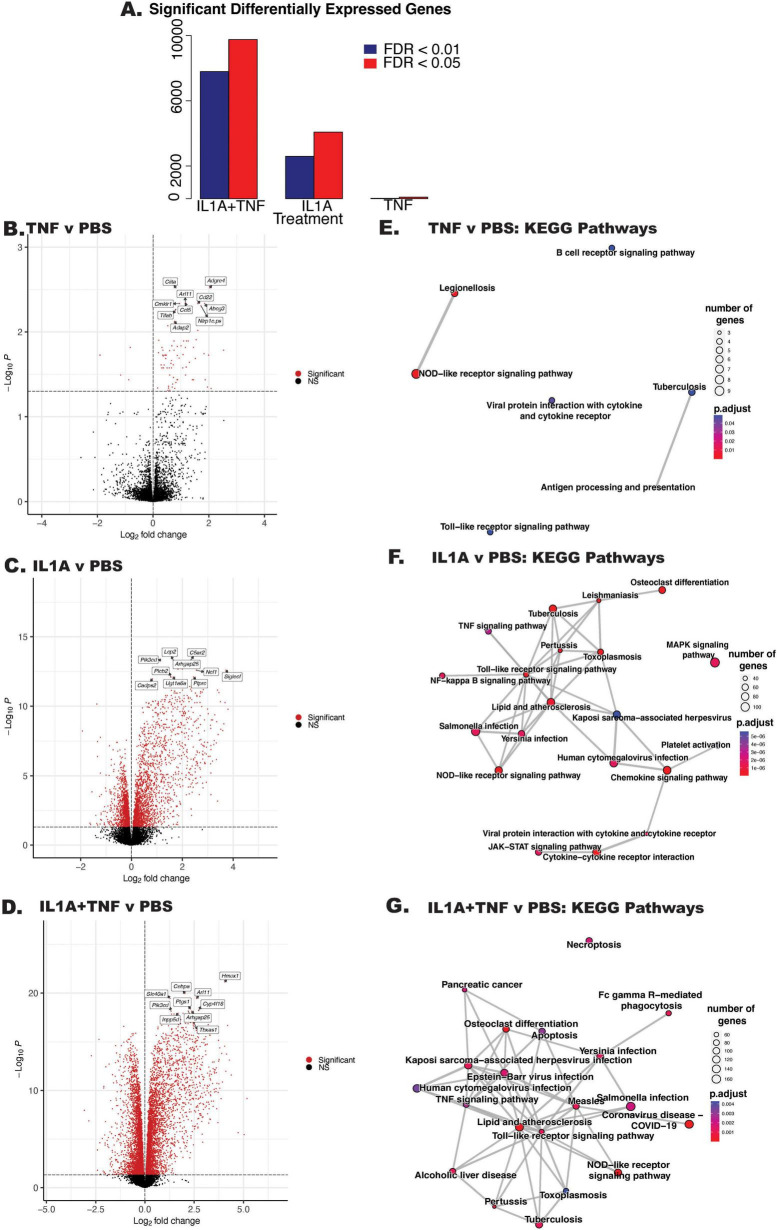
IL1A+TNF injection alters neuroinflammatory and cell death-associated transcriptional signatures. **(A)** Bar chart summarizing the number of differentially expressed genes (DEGs) between the following groups from left to right: IL1A+TNF vs. PBS, IL1A vs. PBS, and TNF vs. PBS. Red bars represent DEGs with an FDR < 0.05, and dark blue bars are DEGs with an FDR < 0.01. **(B–D)** Volcano plots of differential expression between **(B)** TNF vs. PBS, **(C)** IL1A vs. PBS, and **(D)** IL1A+TNF vs. PBS. Genes with FDR < 0.05 are colored red. Top 10 genes by FDR are labeled. **(E–G)** Enrichment plots of enriched KEGG gene sets between: **(E)** TNF vs. PBS, **(F)** IL1A vs. PBS, and **(G)** IL1A+TNF vs. PBS. Lines between nodes reflect shared genes. Node size represents the number of DEGs in the gene set. The color is an illustration of the adjusted *p*-value for each gene set. Number of retinas per group: 31 PBS (15 female, 16 male), 8 TNF (4 female, 4 male), 9 IL1A (4 female, 5 male), and 10 IL1A+TNF (6 female, 4 male).

The transcriptional states of microglia and astrocytes have been suggested to be important for RGC loss in various disease models, particularly in association with neurotoxic cytokines (Liddelow et al., 2017; Guttenplan et al., 2020; Guttenplan et al., 2021). Genes associated with “A1” and “A2” astrocytes (Zhang et al., 2014; Liddelow et al., 2017; Figure 3A) were examined as well as several genes relevant to previously defined microglial disease-relevant states (Yang et al., 2021; Figure 3B). 

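Lists of 13 pan-reactive, 12 A1 and 12 A2 astrocyte genes were written down from Liddelow et al., and all but 1 A1 gene (Ugt1a1) passed the filter. The lists were tested with limma's fry, with camera, and gene by gene. After IL1A, 10 of 13 pan-reactive genes were higher (median log2 fold change 0.667, fry p = 2.71e-08), as were 6 of 11 A1 genes (median 0.702, fry p = 1.51e-05) and 8 of 12 A2 genes (median 0.657, fry p = 9.74e-06). Adjusted over the list alone, 10, 6 and 9 genes were called. After TNF, 0 genes of the 3 lists were called over all genes or adjusted over the list alone. The medians were −0.105, 0.10 and −0.0667 in that order, with fry p = 0.69, 0.486 and 0.919. Without mouse 60584 the A1 gene Ggta1 (FDR 0.00219 from limma) and the A2 gene Cd109 (FDR 0.0118 from limma) were called over all genes. No other gene of the lists was called with any TNF mouse left out. After IL1A+TNF, 10 pan-reactive genes (median 0.884, fry p = 8.37e-11), 10 A1 genes (median 1.48, fry p = 5.06e-14) and 12 A2 genes (median 0.924, fry p = 2.32e-12) were higher, and the same numbers were called when adjusted over the list alone. With camera's preset correlation, the p of the 3 lists after IL1A+TNF was 2.25e-06, 1.1e-06 and 1.33e-06. With an estimated correlation it was 0.0568 for the pan-reactive list, 0.0247 for A1 and 0.0293 for A2, and after IL1A it was 0.013, 0.0517 and 0.0415.

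The pan-reactive gene Gfap (ENSMUSG00000020932; chromosome 11, 102887336 to 102900912), which encodes glial fibrillary acidic protein, was at 94.3 ± 29.6 CPM (SD, n = 31) in PBS retinas. It was at 143 ± 40.6 CPM (SD, n = 9) after IL1A (log2 fold change 0.61, SE 0.16, FDR 0.00306 from limma, higher in 8 of 9 retinas). After IL1A+TNF it was at 254 ± 55.5 CPM (SD, n = 10; log2 fold change 1.44, SE 0.16, FDR 1.15e-11 from limma, higher in 10 of 10 retinas). After TNF its log2 fold change was 0.13 (FDR 0.92 from limma). Lcn2 rose after IL1A (log2 fold change 2.44, FDR 1.31e-07 from limma, 9 of 9 retinas). The A1 gene H2-D1 reached 432 ± 148 CPM (SD, n = 10) after IL1A+TNF against 105 ± 39.2 CPM in PBS retinas (log2 fold change 2.01, FDR 1.69e-14 from limma, 10 of 10 retinas). H2-D1 belongs to the family of H2 genes, among which the counting could have split reads.

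**Figure D1:**
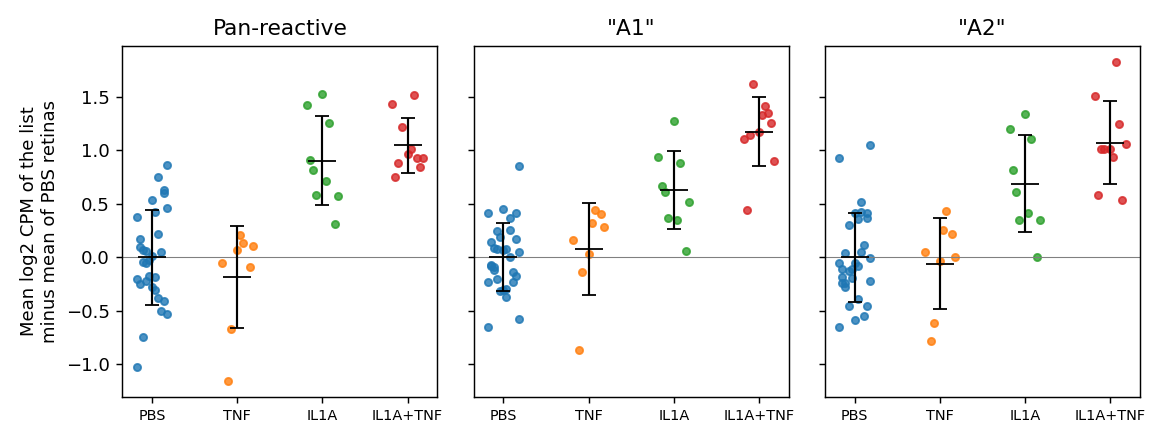
Score of the pan-reactive, A1 and A2 lists in each day 2 retina of batch 1 (points; horizontal axis, treatment), with mean and SD. The vertical axis is the mean log2 CPM of the genes of a list minus the mean of the PBS retinas. The pan-reactive score of the 9 IL1A retinas lies between 0.314 and 1.524 and that of the 10 IL1A+TNF retinas between 0.748 and 1.521, and the 8 TNF retinas have a mean of −0.183 with an SD of 0.479.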

IL1A alone, but not TNF, resulted in a broad increase in astrocyte activation markers, while IL1A+TNF together was sufficient to facilitate increased expression in pan reactive, “A1,” and “A2” astrocyte markers. IL1A+TNF also led to an upregulation of gene signatures for interferon-responding microglia (IRM) and disease-associated microglia (DAM), further supporting their capability in driving glial activation 2 days post-injection.

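The paper names 3 genes of interferon-responding microglia (Ifitm3, Ifit3 and Irf7) and 4 of disease-associated microglia (Trem2, Clec7a, Cst7 and Lpl). After IL1A+TNF, all 3 IRM genes were DEGs with higher expression (median log2 fold change 1.44, fry p = 4.34e-11). Of the 4 DAM genes, Trem2 and Clec7a were higher (median of the 4 genes 0.912, fry p = 1.37e-10), and the same genes were called when adjusted over the list alone. With camera's estimated correlation the p was 0.0528 for the IRM genes and 0.086 for the DAM genes, against 0.00705 and 0.0182 with the preset one. Irf7 (ENSMUSG00000025498; chromosome 7, 141262706 to 141266481) was at 154 ± 77.2 CPM (SD, n = 10) after IL1A+TNF and 22.8 ± 10.4 CPM (SD, n = 31) after PBS. Its log2 fold change was 2.49 (SE 0.26, FDR 4.25e-12 from limma), with 9 of 10 retinas higher. Trem2 (ENSMUSG00000023992; chromosome 17, 48346401 to 48354147) was at 8.56 ± 2.35 CPM (SD, n = 10) and 2.63 ± 0.978 CPM (SD, n = 31). Its log2 fold change was 1.73 (SE 0.17, FDR 3.4e-13 from limma), with 10 of 10 retinas higher. Clec7a changed by 2.30 on the log2 scale (SE 0.20, FDR 9.02e-15 from limma, 10 of 10 retinas) and Ifit3 by 1.44 (SE 0.19, FDR 1.99e-09 from limma, 9 of 10 retinas). Ifitm3 belongs to a family of similar genes among which the counting could have split reads.

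Of the 4 homeostatic genes the paper names, Csf1r and Cx3cr1 were higher after IL1A+TNF, with log2 fold changes of 1.24 (FDR 5.87e-13 from limma, 10 of 10 retinas) and 0.65 (FDR 3.23e-07 from limma, 8 of 10 retinas). Tmem119 was called with lower expression (−0.35, SE 0.12, FDR 0.0148 from limma, lower in 8 of 10 retinas). P2ry12 had a log2 fold change of 0.00 (FDR 0.986 from limma). Its sign moved with the tool, to −0.01 with edgeR. After TNF alone Trem2 was higher by 0.94 (FDR 0.0104 from limma, 7 of 8 retinas), Csf1r by 0.71 (FDR 0.00355 from limma, 7 of 8 retinas) and Cx3cr1 by 0.50 (FDR 0.0179 from limma, 7 of 8 retinas), while Clec7a was not called (0.70, FDR 0.419 from limma, 6 of 8 retinas). These calls depended on single mice: the FDR was 0.129 for Trem2 and 0.0502 for Csf1r without mouse 60585, and 0.173 for Cx3cr1 without mouse 60213. Clec7a (FDR 0.00246 from limma) and the DAM gene Cst7 (FDR 0.00863 from limma) were called only without mouse 60584. In broader lists written before, 16 of 20 DAM genes were higher and 1 lower after IL1A+TNF (median 0.938, fry p = 2.53e-13, 17 adjusted over the list alone). All but 1 of 24 interferon response genes were higher (median 1.81, fry p = 1.29e-13, 23 adjusted over the list alone).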

**FIGURE 3:**
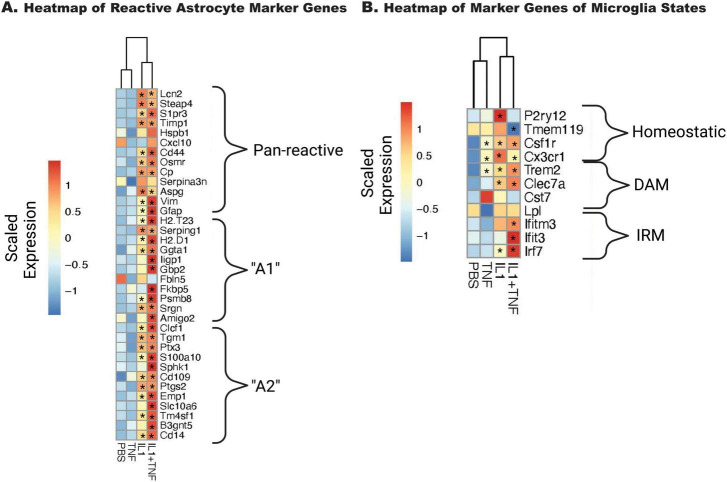
IL1A+TNF induces transcripts associated with glial activation. Heatmaps of curated genes associated with astrocytes **(A)** and microglia **(B)**. Average expression for the entire group is shown. Scaled and centered expression of the library-size and log normalized average expression value for each gene in each treatment group. * Denotes FDR < 0.05 for the selected gene in the treatment group when compared to the PBS group; numbers retinas per group: 31 PBS (15 female, 16 male), 8 TNF (4 female, 4 male), 9 IL1A (4 female, 5 male), and 10 IL1A+TNF (6 female, 4 male).

### IL1A+TNF induced RGC death pathways

We were particularly interested in understanding molecular pathways following cytokine insults. Overrepresentation analysis showed the apoptosis pathway was significantly overrepresented in differentially expressed genes comparing IL1A+TNF with PBS retinas at 2 days after injection (Figure 4A). 

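The Reactome set Apoptosis held 89 DEGs among its 140 tested genes in IL1A+TNF retinas, 63.6% against 58.6% of the background (one-sided Fisher's exact test, FDR 0.696 over 917 sets). For the 66 of these genes with higher expression the FDR was 0.0142, and for the 23 with lower expression it was 1. The set's median log2 fold change was 0.0907, with p = 0.000272 from camera's preset correlation, 0.212 from an estimated one and 2.34e-06 from fry. A list of 54 apoptosis genes written by hand from general knowledge, 53 of them tested, held 37 genes with higher and 7 with lower expression. It held 44 when adjusted over the list alone, more than its share of the tested genes (Fisher's exact test, p = 7.85e-07, FDR 1.21e-05 over 77 tests of hand-written lists). Its median log2 fold change was 0.283 (fry p = 5.62e-13, 0.0276 with camera's estimated correlation). The list's result after IL1A alone was 27 genes higher and 4 lower (fry p = 1.98e-06), and after TNF alone 1 higher and 0 lower (fry p = 0.992). The Reactome set Intrinsic Pathway for Apoptosis held 19 DEGs of 31 genes (FDR 1).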

Previous work has shown that transcription factors can be critical mediators of RGC death after glaucoma-relevant injury (Fernandes et al., 2012; Fernandes et al., 2013; Syc-Mazurek et al., 2017a; Syc-Mazurek et al., 2017b; Syc-Mazurek et al., 2022). To identify putative master regulators of transcriptional changes identified in the IL1A+TNF group, we utilized the Upstream Regulator Analysis tool in Ingenuity Pathway Analysis (IPA). Upstream regulator analysis suggested the activation of several transcriptional regulators, including JUN (Figure 4B).

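Upstream regulators were predicted by the authors from a commercial knowledge base, which cannot be rerun from the counts, so the expression of Jun and of related genes is given. Jun (ENSMUSG00000052684; chromosome 4, 95049034 to 95052222) was at 83.9 ± 20.7 CPM (SD, n = 10) in IL1A+TNF retinas and 50.9 ± 9.2 CPM (SD, n = 31) in PBS retinas. The log2 fold change was 0.68 (SE 0.09, FDR 4.66e-09 from limma), and 9 of 10 retinas were higher. After IL1A alone it was 0.20 (SE 0.10, FDR 0.129 from limma, 7 of 9 retinas higher), and after TNF alone −0.12 (SE 0.10, FDR 0.859 from limma, 7 of 8 retinas lower). In a hand-written list of 12 AP-1 genes, 9 of the 11 tested were higher and 0 lower after IL1A+TNF, and 9 when adjusted over the list alone (median log2 fold change 0.683, fry p = 3.82e-08). With camera the p was 0.000152 with the preset and 0.112 with an estimated correlation. The Fisher's exact test for this list gave p = 0.0347, which became 0.092 after adjustment over the hand-written lists. A list of 14 genes induced in injured RGCs, Jun and Atf3 among them, had 13 genes higher and 13 adjusted over the list alone (median 0.592, fry p = 6.23e-19, estimated correlation 0.00297). The Reactome set for activation of the AP-1 family held 6 DEGs of 10 genes, 3 higher and 3 lower (FDR 1).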

**FIGURE 4:**
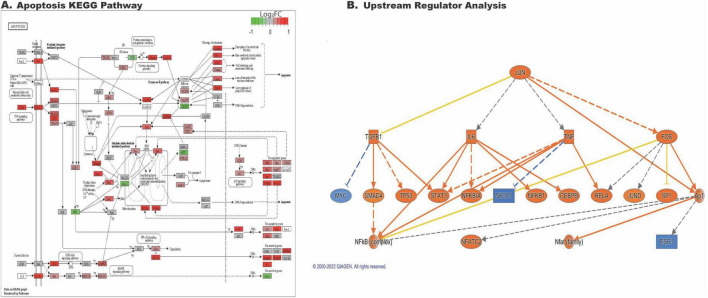
IL1A+TNF co-treatment induces cell-death and activation of JUN transcriptional signatures. **(A)** KEGG graph of the significantly enriched Apoptosis pathway within the DEGs comparing IL1A+TNF vs. PBS and is colored by the logFoldChange value for the expression of highlighted genes within the pathway comparing IL1A+ vs. PBS. **(B)** IPA upstream regulator analysis generated a mechanistic network for JUN using a strict cut-off for input DEGs identified between IL1A+TNF vs. PBS with FDR < 0.01 and LogFC > 0.5. Orange and blue indicate predicted activation and inhibition, respectively. Solid and dashed lines, respectively, indicate direct and indirect interactions. The yellow line suggests inconsistent with the state of downstream molecules. Gray indicates no effect predicted. Number of retinas used per group: 31, PBS (15 female, 16 male), 8 TNF (4 female, 4 male), 9 IL1A (4 female, 5 male), and 10 IL1A+TNF (6 female, 4 male).

While our bulk RNA-seq analyses are unable to distinguish cell-type specific alterations, it is well known that JUN is an important transcription factor involved in injury response in RGCs. Furthermore, JUN is important for RGC death after several glaucoma-relevant injuries, including OHT and ONC (Fernandes et al., 2012; Fernandes et al., 2013; Syc-Mazurek et al., 2017a,b). Given the enrichment of JUN in the upstream regulator analysis and its known importance in RGC death, we assessed whether JUN is activated (phosphorylated; pJUN) downstream of intravitreal IL1A+TNF insult in RGCs. Three days after IL1A+TNF injection, before peak RGC degeneration, pJUN was present in RBPMS+ cells, and absent in PBS injected eyes (Figure 5A). Thus, JUN is activated in RGCs after IL1A+TNF insult. To determine if JUN is required for RGC death, mice deficient in *Jun* in all retinal neurons (including RGCs) and retinal macroglia (astrocytes and Müller glia) were generated using floxed alleles of *Jun* (Behrens et al., 2002) (*Jun^fl^*) recombined with *Six3*-cre (Furuta et al., 2000; Rattner et al., 2013; Rattner et al., 2019). *Six3*-cre^+^*Jun^fl/fl^* and control mice (e.g., *Six3*-cre^+^*Jun^fl/fl^* or *Six3*-cre^–^*Jun^fl*/*+^*) were intravitreally injected with either IL1A+TNF or PBS. Contrary to the protective effects of the loss of *Jun* seen in other glaucoma-relevant injuries (Fernandes et al., 2013; Syc-Mazurek et al., 2017a,b; Marola et al., 2020), *Six3*-cre^+^*Jun^fl/fl^* animals showed no protection to RGCs from IL1A+TNF insult (Figure 5B). These findings suggest that while JUN is activated after IL1A+TNF injury, RGC death is independent of *Jun* activation.

**FIGURE 5:**
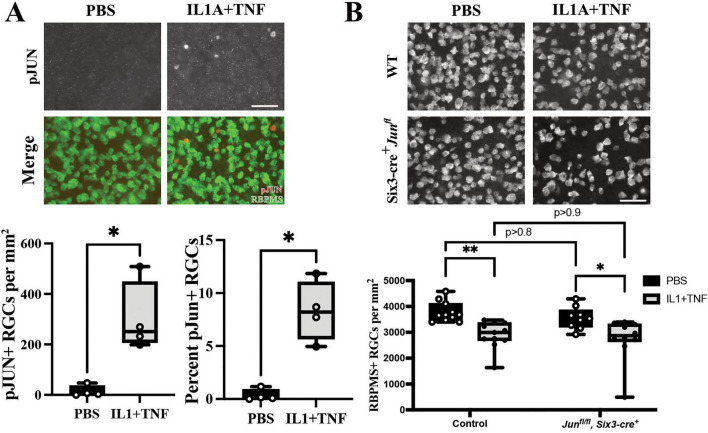
While JUN is activated following IL1A+TNF, *Jun* expression in RGCs and macroglia is not required for IL1A+TNF mediated degeneration. **(A)** Three days post IL1A+TNF injection, phosphorylated c-Jun (pJUN) is expressed in significantly more RBPMS+ RGCs compared than in control eyes injected with PBS (given as pJUN+ RGCs per mm^2^; PBS median, 5.0; IL1A+TNF median; 250.8; *p = 0.028, *n* = 4 per condition, Mann Whitney U test). This equates to approximately 8% of RGCs after IL1A+TNF injection and 0.2% of RGCs after PBS injection (*p = 0.028, *n* = 4 per condition, Mann Whitney U test). **(B)** Following IL1A+TNF injection, animals with *Jun* deleted in RGCs and macroglia had a loss of RGCs compared to PBS control eyes. (RBPMS+ RGCs per mm^2^± SEM: Control PBS, 3,782 ± 120; Control IL1A+TNF, 2,754, ± 159; *Jun*−*/*− PBS, 3,478 ± 141; *Jun*−*/*− IL1A+TNF, 2,739 ± 271.N ≥ 9 per group. Two-way ANOVA with Tukey’s Multiple Comparisons test, **p < 0.01, *p < 0.05).

In the CNS, previous studies identified SARM1 (sterile alpha and TIR motif containing protein 1) as a key regulator in axonal degeneration (Gerdts et al., 2015; Geisler et al., 2016; Gerdts et al., 2016; Fernandes et al., 2018). While deficiency of *Sarm1* led to reduced axonal degeneration after glaucoma-relevant injury, it failed to protect RGCs somas from apoptosis and death (Fernandes et al., 2018). However, SARM1 has recently been linked to neuronal survival after TNF insult, with loss of *Sarm1* conferring near complete protection to RGC somas following TNF injection (Ko et al., 2020). Therefore, to assess the potential role of SARM1 following the combined application of IL1A+TNF, eyes from *Sarm1*^–^*^/^*^–^ and WT mice were injected IL1A+TNF and RGC density was quantified 14 days after injury. In line with the RGC protection seen in *Sarm1*^–^*^/^*^–^ animals injected with TNF (Ko et al., 2020), we found that *Sarm1* deficiency prevented the early IL1A+TNF-induced death (Figure 6).

**FIGURE 6:**
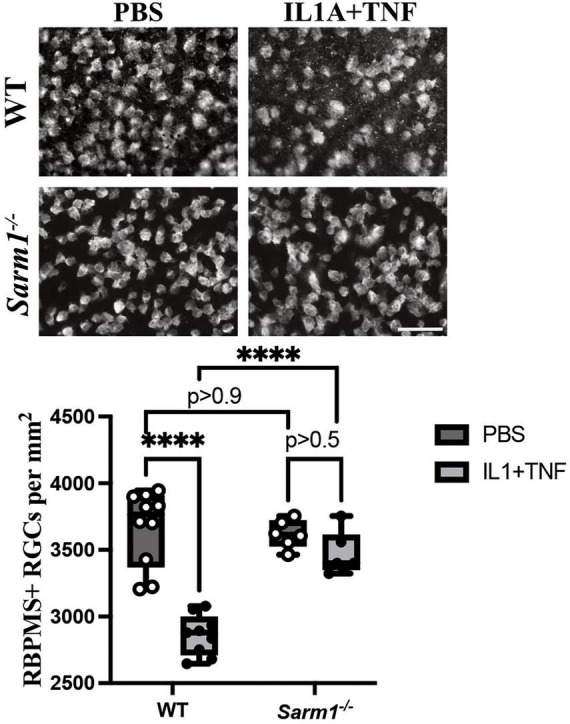
Loss of *Sarm1* expression was sufficient to prevent IL1A+TNF induced death. *Sarm1* deficient animals no RGCs loss 14 days after IL1A+TNF injection compared to PBS injected eyes (*n* = 6 per group; *p* > 0.05). In contrast, wild-type animals injected had significant RGC loss 14 days after IL1A+TNF, but not in PBS controls (*n* = 10 PBS, 9 IL1A+TNF; *p* < 0.0001, ****). Two-way ANOVA with Tukey’s Multiple Comparisons test was used for all comparisons; scale bar = 50 μm. Box and whisker plots of RBPMS+ RGCs per mm^2^ with min and max shown.

### Loss of *Sarm1* does not prevent IL1A+TNF-induced glial activation transcriptional signatures

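Retinas of both sequencing batches at day 2 were analysed together, 81 retinas from 47 mice. Batch 2 held 6 Sarm1-/- PBS retinas (3 female, 3 male), 6 Sarm1-/- IL1A+TNF retinas (3 female, 3 male), 5 WT PBS retinas (2 female, 3 male) and 6 WT IL1A+TNF retinas (3 female, 3 male). Batch 1 gave the other 31 WT PBS, 10 WT IL1A+TNF, 9 IL1A and 8 TNF retinas and no Sarm1-/- retina. Total counts in batch 2 ranged from 47738842 to 70099610 in Sarm1-/- PBS retinas (median 56017630) and from 48796849 to 57510927 in Sarm1-/- IL1A+TNF retinas (median 52200842). They ranged from 42875980 to 63122762 in WT PBS retinas (median 50523404) and from 49558686 to 79064488 in WT IL1A+TNF retinas (median 53004717). Expression of Sarm1 (ENSMUSG00000050132; chromosome 11, 78472330 to 78497754), the deleted gene, was lower in every Sarm1-/- retina (at most 53.17 CPM) than in any WT retina (at least 77.52 CPM). These levels and the next are counts over the library total without TMM factors. It was 43.35 ± 5.83 CPM (SD, n = 6) in Sarm1-/- PBS retinas and 38.86 ± 7.42 CPM (SD, n = 6) in Sarm1-/- IL1A+TNF retinas. In WT retinas of batch 2 it was 114.9 ± 7.9 CPM (SD, n = 5) after PBS and 101.1 ± 9.42 CPM (SD, n = 6) after IL1A+TNF, so reads of the locus remained in the knockout. The fit had a term for group, sex and batch and mouse as a random block (estimated correlation 0.00525), and 20154 genes passed the filter. Comparisons between genotypes were repeated with the 23 retinas of batch 2 alone (19668 genes). The paper's term for genotype by treatment is the Sarm1-/- response to IL1A+TNF minus the WT response.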

To gain insight into the molecular mechanism of SARM1 in RGC death after IL1A+TNF insult RNA-Seq was performed on WT IL1A+TNF, WT PBS, *Sarm1*^–/–^ IL1A+TNF, and *Sarm1*^–/–^ PBS retinas 2 days after injections. We included samples from Figure 2 in this analysis to allow us to compare to TNF and IL1A sole treatments by including a batch term in the model. *Sarm1* deficiency without insult only resulted in 8 genes being differentially expressed in uninjured eyes: *Sarm1*, *Slc46a1*, *Dynlt1b*, *Fam57a*, *Vsp53*, *Tlcd2*, *ENSMUSG00000079733*, and the pseudogene *Tmem181b.ps* (Figures 7A,B). 

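In PBS retinas limma called the same 8 genes as Figure 7B, 1 higher and 7 lower in Sarm1-/- retinas, and 984 genes had an unadjusted p under 0.05. Sarm1 itself was at 44 ± 5.8 CPM (SD, n = 6) against 108 ± 10.5 CPM (SD, n = 36; log2 fold change −1.41, SE 0.08, FDR 2.3e-24 from limma). It was lower in 6 of 6 retinas. With batch 2 alone, 2 genes were called: Sarm1 (log2 fold change −1.40, FDR 1.23e-06 from limma) and Slc46a1 (−0.80, FDR 5.42e-08 from limma). The other 6 had an FDR between 0.171 (Vps53) and 1 (Dynlt1b) there. Slc46a1 (ENSMUSG00000020829; chromosome 11, 78465697 to 78472059), which starts 0.00663 Mb from the start of Sarm1, was at 16.7 ± 1.19 CPM against 30.2 ± 2.79 CPM in WT (log2 fold change −0.84, FDR 6.36e-18 from limma, 6 of 6 retinas lower). Also on chromosome 11 were Fam57a (76179671 to 76214827), Vps53 (76046226 to 76179647) and Tlcd2 (75461715 to 75470899), whose starts are 2.29, 2.43 and 3.01 Mb from that of Sarm1. Vps53 fell by 0.28 on the log2 scale (FDR 7.48e-06 from limma, 6 of 6 retinas) and Fam57a fell by 0.40 (FDR 0.00667 from limma, 6 of 6 retinas). Fam57a was not called without mouse 61924 (FDR 0.0834 from limma), while the other 7 genes were called with each batch 2 PBS mouse left out in turn. Tlcd2 rose by 1.05 (FDR 0.000827 from limma, 6 of 6 retinas), from 0.846 ± 0.324 to 2.3 ± 0.675 CPM. Dynlt1b and Tmem181b-ps start 0.00841 Mb apart on chromosome 17 (6430112 to 6436296 and 6438524 to 6467022). They fell by 0.73 (FDR 0.00153 from limma, 5 of 6 retinas) and 0.80 (FDR 4.66e-05 from limma, 6 of 6 retinas). Dynlt1b has close paralogs and Tmem181b-ps is a pseudogene, so the counting could have split their reads with other genes. ENSMUSG00000079733, which has no position in the annotation used, fell by 0.87 (FDR 1.47e-07 from limma, 6 of 6 retinas).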

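Reactome sets stood in for the KEGG sets of Figures 7C−H. Between Sarm1-/- and WT IL1A+TNF retinas, the set Transmission across Chemical Synapses held 85 DEGs of 178 genes, 47.8% against 17.6% of the background (one-sided Fisher's exact test, FDR 1.88e-18 over 919 sets). Of these, 82 were lower in Sarm1-/- retinas and 3 higher. Neurotransmitter receptor binding held 55 DEGs of 122 genes (FDR 3.09e-10) and GABA receptor activation 26 of 54 (FDR 1.97e-05). For genotype by treatment, the synapse set held 74 DEGs, 71 of them with a lower response in Sarm1-/- retinas (FDR 1.52e-26). These 74 rested on single mice, as limma called 0 genes in all without mouse 61924 and 15 without mouse 61926. For genotype in IL1A+TNF retinas it called 270 and 353 genes in all without these mice. Within batch 2 alone the synapse set held 1 DEG for genotype and 0 for genotype by treatment, where limma called 0 genes in all (1125 at an unadjusted p under 0.05). The sets that passed there for genotype were immune sets, with mostly lower expression in Sarm1-/- retinas: Trafficking and processing of endosomal TLR (4 of 12, FDR 0.00283), Toll-Like Receptors Cascades (7 of 105, FDR 0.0202), MHC class II antigen presentation (6 of 78, FDR 0.0223), Initial triggering of complement (3 of 11, FDR 0.0271) and Innate Immune System (13 of 468, FDR 0.0449). The synapse set had p = 0.000349 for genotype and 0.00065 for genotype by treatment from fry. From camera it had 1.11e-13 and 1e-15 with the preset correlation, and 0.0648 and 0.0464 with an estimated one. The Ca2+ pathway held 7 DEGs of 32 genes for genotype (FDR 1) and 7 for genotype by treatment (FDR 0.327), all lower in Sarm1-/- retinas (fry p = 0.00502 and 0.00674). Nuclear targets of MAP kinases held 6 DEGs of 24 genes (FDR 1) and 2 (FDR 1). Rprm (ENSMUSG00000075334; chromosome 2, 54084093 to 54085552) had the smallest FDR for genotype by treatment, with a log2 difference of −1.65 between the responses (SE 0.27, FDR 0.00108 from limma), and 0.0584 without mouse 61924. In IL1A+TNF retinas it was lower in Sarm1-/- retinas by a log2 fold change of −1.37 (SE 0.24, FDR 0.000237 from limma, 5 of 6 retinas).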

There was differential expression of genes associated with synaptic changes, calcium signaling, MAPK signaling, and glial responses between *Sarm1* deficient and control retinas (Figures 7C−H) after IL1A+TNF insult. Yet, *Sarm1* deficient animals had similar levels of astrocyte activation (Figure 8A) and microglial response (Figure 8B) 2 days after IL1A+TNF insult. 

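In Sarm1-/- retinas, 9 of 13 pan-reactive genes were higher after IL1A+TNF than after PBS (median log2 fold change 0.954, fry p = 0.000107). So were 10 of 12 A2 genes (median 1.03, fry p = 6.86e-06). Of the A1 genes, 5 of 11 were higher and 1 lower (median 0.677, fry p = 0.00693). Adjusted over the list alone, 9, 10 and 6 genes were called. In the paired fit, with mouse as a fixed factor, no gene was called for this response (for H2-D1, log2 fold change 1.54, FDR 0.117 from limma), while with no mouse term limma called 8734. With camera the A1 list had p = 0.0518 with the preset and 0.321 with an estimated correlation, and the pan-reactive and A2 lists had 0.148 and 0.0901 with an estimated one. In the same fit, 10 pan-reactive genes (median 0.956), 9 A1 genes (median 1.43) and 12 A2 genes (median 0.968) were higher in WT retinas. With batch 2 alone, the medians in Sarm1-/- retinas were 0.946, 0.659 and 1.06 for the pan-reactive, A1 and A2 lists (fry p = 0.00779, 0.0109 and 0.00532), and in WT retinas 1.15, 1.24 and 1.05 (fry p = 0.000786, 4.6e-05 and 0.00711). Whether the responses differed was tested by genotype by treatment. For the pan-reactive list the median difference was −0.141 (fry p = 0.443), and with batch 2 alone it was −0.429 (fry p = 0.367). Gfap rose by 1.05 on the log2 scale in Sarm1-/- retinas (SE 0.27, FDR 0.000989 from limma, 6 of 6 retinas) and Lcn2 by 1.94 (SE 0.55, FDR 0.00249 from limma, 6 of 6 retinas). The pan-reactive score, the mean log2 CPM of the list relative to WT PBS retinas of the same batch, was 1.25 ± 0.556 (SD, n = 6) in Sarm1-/- IL1A+TNF retinas. It was 1.33 ± 0.225 (SD, n = 6) in WT IL1A+TNF retinas of batch 2. Sarm1-/- PBS retinas themselves spread from −0.662 to 1.282 (mean 0.395, SD 0.729).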

While the apoptosis pathway was still enriched and *Jun* was also predicted upstream regulator in IL1A+TNF treated *Sarm1*^–/–^ eyes (Figures 7D, 9). Therefore, while *Sarm1* deficiency can prevent early IL1A+TNF induced RGC loss, it is not necessary for IL1A+TNF mediated *Jun* and glial activation.

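For the response of Sarm1-/- retinas, the Reactome set Apoptosis held 73 DEGs of 140 genes, 52.1% against 52.9% of the background (one-sided Fisher's exact test, FDR 1), and 49 were higher (FDR 0.304). Its fry p was 0.0328, and camera gave 0.0142 with the preset and 0.433 with an estimated correlation. Death Receptor Signalling held 11 DEGs of 12 genes (FDR 0.108), 9 of them higher (FDR 0.0167). The hand-written apoptosis list had 34 genes higher and 6 lower among 53, and 41 adjusted over the list alone (Fisher's exact test, p = 2.23e-06, median log2 fold change 0.377, fry p = 1.97e-06). Within batch 2 alone it had 28 higher and 5 lower (fry p = 0.00136). Its response did not differ between genotypes (fry p = 0.952), where the median was 0.00726 and the mean −0.0581. Jun was at 111 ± 58.9 CPM (SD, n = 6) in Sarm1-/- IL1A+TNF retinas and 54.4 ± 6.39 CPM (SD, n = 6) in Sarm1-/- PBS retinas, a log2 fold change of 0.86 (SE 0.18, FDR 6.13e-05 from limma). It was higher in 5 of 6 retinas, whose levels spread from 52.7 to 189 CPM, and it was not called in the fit with mouse as a fixed factor. In WT retinas its log2 fold change in this fit was 0.69 (SE 0.10, FDR 5.83e-09 from limma, 15 of 16 retinas higher). With batch 2 alone the values were 0.86 (FDR 0.0166 from limma) in Sarm1-/- and 0.69 (FDR 0.0585 from limma) in WT retinas. For Jun, genotype by treatment gave 0.17 (SE 0.20, FDR 0.666 from limma). The AP-1 list had 10 of 12 genes higher in Sarm1-/- retinas, and 10 adjusted over the list alone (median 0.908, fry p = 2.97e-05, Fisher's exact test p = 0.00587).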

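The whole response to IL1A+TNF was compared between genotypes. Of the genes called in WT retinas, 90.5% changed in the same direction in Sarm1-/- retinas at any p, and 59.5% were also called there in that direction. Both genotypes called 6645 genes, 6576 of them in the same direction. A response score was the slope of a retina's log2 changes, from the WT PBS mean of batch 2, on the batch 1 log2 fold changes. It was taken over the 7882 genes with an FDR under 0.01 in IL1A+TNF retinas of batch 1. Genes with large changes weigh most in it, and its unit is the batch 1 response. The score of the PBS eye was subtracted from that of the IL1A+TNF eye of each batch 2 mouse. The difference was 1.07 ± 0.132 (SD, n = 5 mice) in WT and 0.874 ± 0.614 (SD, n = 6 mice) in Sarm1-/- mice (two-sided exact permutation test, p = 0.511). It was 1.39, 1.45 and 1.32 in the female Sarm1-/- mice 61926, 61924 and 61765, and 0.00348, 0.307 and 0.775 in the male mice 61561, 61564 and 62221. The PBS eyes of mice 61564 and 61561 (0.483 in the latter) scored above those of the WT mice, which lay between −0.206 and 0.171. From the astrocyte and microglial genes and the predicted activity of Jun in treated Sarm1-/- eyes, the paper concludes that SARM1 is not needed for this activation.

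**Figure D2:**
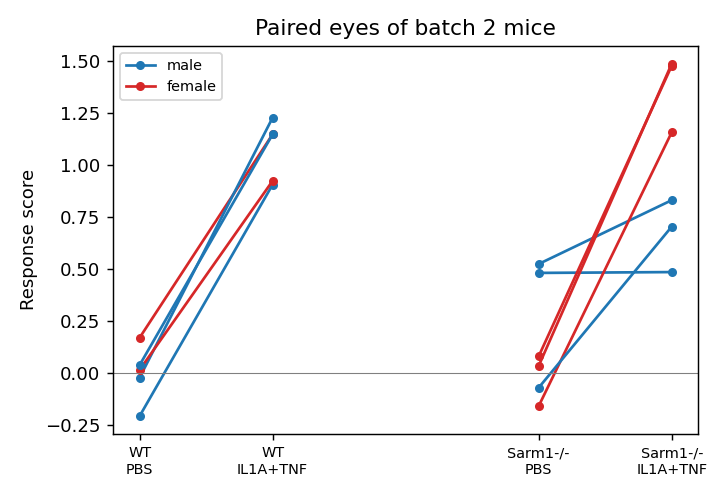
Response score (vertical axis, slope on the batch 1 log2 fold changes over 7882 genes) of both eyes of each batch 2 mouse. The PBS eye and the IL1A+TNF eye are joined by a line, by genotype (5 WT and 6 Sarm1-/- mice) and coloured by sex. In WT mice the IL1A+TNF eyes lie between 0.908 and 1.23, and in Sarm1-/- mice between 0.487 and 1.49.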

**FIGURE 7:**
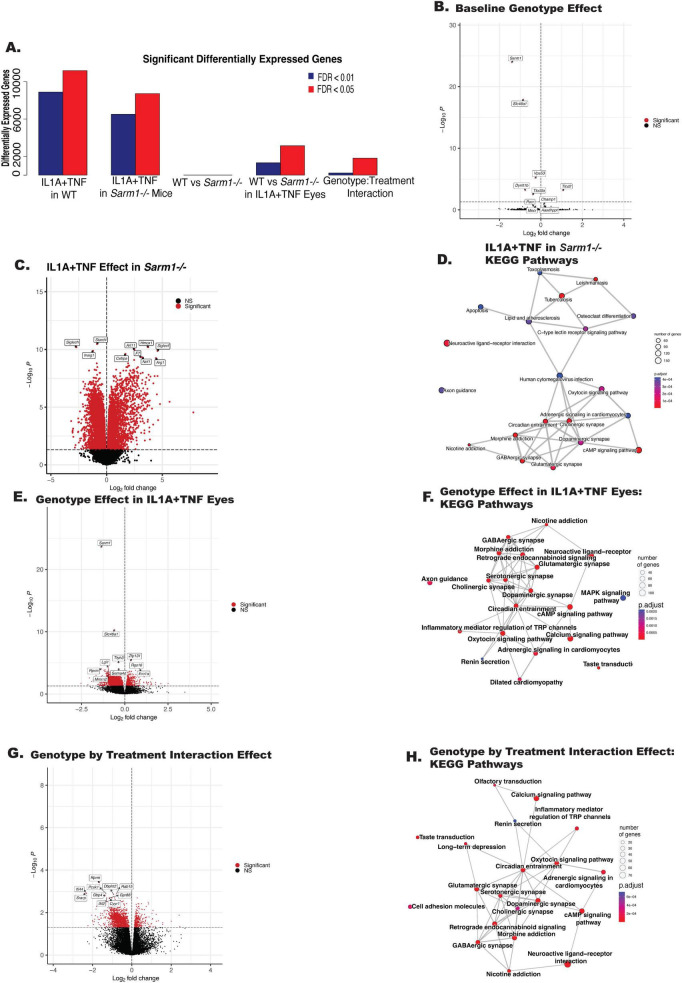
*Sarm1* deficiency significantly alters synapse-associated transcripts after IL1A+TNF insult. **(A)** Bar chart summarizing the number of differentially expressed genes (DEGs) between the following groups from left to right: IL1A+TNF vs. PBS in WT eyes, IL1A+TNF vs. PBS in *Sarm1*^–/–^ eyes, *Sarm1*^–/–^ retinas vs. WT retinas, IL1A+TNF treated *Sarm1*^–/–^ vs. IL1A+TNF WT eyes, and the Genotype by Treatment interaction effect. Red bars represent DEGs with an FDR < 0.05 and dark blue bars are DEGs with an FDR < 0.01. **(B,C,E,G)** Volcano plots of differential expression between **(B)** *Sarm1*^–/–^ retinas vs. WT retinas, **(C)** IL1A+TNF vs. PBS treatment in *Sarm1*^–/–^ retinas, **(E)** IL1A+TNF treated *Sarm1*^–/–^ vs. IL1A+TNF treated WT eyes, and **(G)** Genotype by Treatment, genes with FDR < 0.05 are colored red and top 10 genes by FDR are labeled. **(D,F,H)** Enrichment plots of enriched KEGG gene sets between: **(D)** IL1A+TNF vs. PBS treatment in *Sarm1*^–/–^ retinas, **(F)** IL1A+TNF treated *Sarm1*^–/–^ vs. IL1A+TNF treated WT eyes, and **(H)** Genotype by Treatment. Lines between nodes reflect shared genes and node size represents the number of DEGs in the gene set. The color is an illustration of the adjusted *p*-value for each gene set. Retinas used by treatment: PBS, 36 WT (17 female, 19 male) and *6 Sarm1*^–/–^ (3 female, 3 male); IL1A+TNF, 16 WT (9 female, 7 male) and 6 *Sarm1*^–/–^ eyes (3 female, 3 male).

**FIGURE 8:**
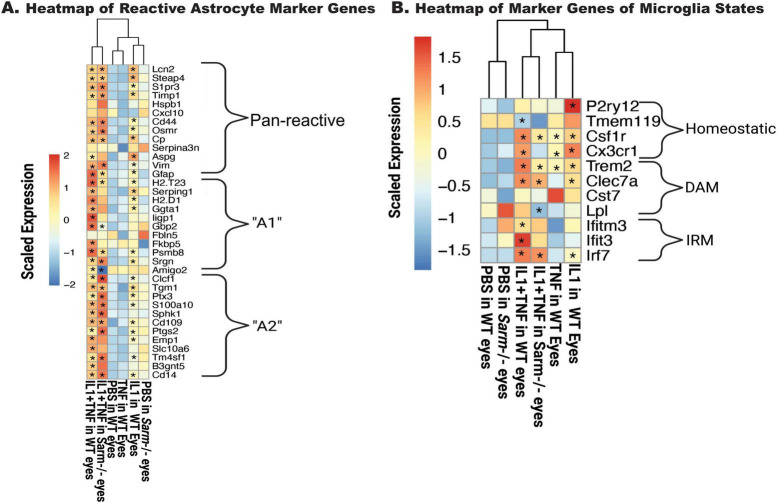
*Sarm1* deficiency does not reduce glial activation driven by IL1A+TNF. Heatmaps of curated genes associated with astrocytes **(A)** and microglia **(B)**. Average expression for the entire group is shown. Scaled and centered expression of the library-size and log normalized average expression value for each gene in each treatment group is shown. * Denotes FDR < 0.05 for the selected gene in the treatment group when compared to the PBS in WT eyes or PBS in *Sarm1*^–/–^ eyes. Retinas used by treatment: PBS, 36 WT (17 female, 19 male) and *6 Sarm1*^–/–^ (3 female, 3 male); IL1A+TNF, 16 WT (9 female, 7 male) and 6 *Sarm1*^–/–^ eyes (3 female, 3 male).

**FIGURE 9:**
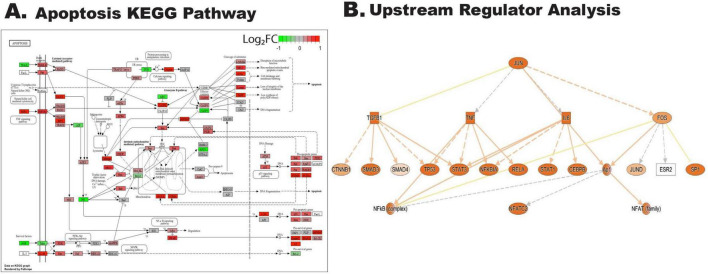
*Sarm1* deficiency does not reduce IL1A+TNF induced activation of JUN transcriptional signatures. **(A)** KEGG graph of the significantly enriched Apoptosis pathway within the DEGs comparing IL1A+TNF vs. PBS in *Sarm1*^–/–^ retinas and is colored by the logFoldChange value for the expression of highlighted genes within the pathway comparing IL1A+ vs. PBS in *Sarm1*^–/–^ retinas. **(B)** IPA upstream regulator analysis generated a mechanistic network for JUN using a strict cut-off for input DEGs identified between IL1A+TNF vs. PBS in *Sarm1*^–/–^ retinas with FDR < 0.01 and LogFC > 0.5. Orange and blue indicate predicted activation and inhibition, respectively. Solid and dashed lines, respectively, indicate direct and indirect interactions. The yellow line suggests inconsistent with the state of downstream molecules. Gray indicates no effect predicted. Number of retinas used per group: 6 PBS treated *Sarm1*^–/–^ (3 female, 3 male), and 6 IL1A+TNF treated *Sarm1*^–/–^ (3 female, 3 male).

## Discussion

Neuroinflammation has been extensively linked to RGC cell death and glaucomatous neurodegeneration (Howell et al., 2011; Howell et al., 2014; Soto and Howell, 2014; Harder et al., 2017; Williams et al., 2019). Recent studies have shown that combined deficiency of the neuroinflammatory-related molecules *Tnf*, *C1q*, and *Il1a* prevented RGC death after ONC (Liddelow et al., 2017; Guttenplan et al., 2020) and lessened RGC death after an OHT injury (Sterling et al., 2020). While TNF and C1Q have been studied extensively in glaucoma-relevant pathogenesis, IL1A has not been assessed for its neurotoxic capabilities to RGCs *in vivo*.

Intravitreal injection of TNF results in approximately 15–20% loss of RGCs, however, the loss of RGCs appears only around 8–12 weeks following injection (Kitaoka et al., 2006; Mac Nair et al., 2015; Ko et al., 2020). IL1A has been assessed for its ability to drive neuroinflammation in the brain (Shaftel et al., 2008; Spulber et al., 2009), but to our knowledge, its effect on the retina *in vivo* has never been tested. To determine the direct neurotoxicity of IL1A and the combinatorial effects of IL1A+TNF, the eyes of B6 mice were intravitreally injected with IL1A alone, TNF alone, or IL1A+TNF. Consistent with previous studies (Nakazawa et al., 2006; Mac Nair et al., 2015), TNF injection failed to kill RGCs by 14 days following insult but did result in RGC loss 12 weeks post-injection. In addition, IL1A alone did not result in any loss of RGCs at any time point assessed out to 12 weeks (the latest time point examined). However, in eyes receiving a combined injection of IL1A+ TNF, there was a significant decrease in RGC density at 14 days (∼20%) compared to control eyes, with RGCs dying mainly between 3 and 7 days. Interestingly, at 12 weeks, the amount of death remained ∼20%, suggesting IL1A acted as a sensitizer for TNF-induced RGC death, accelerating RGC death, but did not drive RGC death on its own.

The molecular pathways leading from TNF or IL1A+TNF insult to RGC death is unknown. These cytokines could act directly on RGCs as their receptors are expressed on RGCs. As Liddelow et al. (2017), Guttenplan et al. (2020), and Guttenplan et al. (2021) have suggested, it is possible that TNF and IL1A act on astrocytes, which in turn release a neurotoxic substance. To gain insight into this question, RNA-seq on whole retinas was performed 2 days following either TNF, IL1A, or IL1A+TNF insult. This time point was chosen to identify primary changes after cytokine insult. Only around 50 genes had significant changes in their expression after TNF insult alone. Also, surprisingly, TNF injection did not result in any significant gene expression changes at either 14 or 35 days. Thus, these experiments did not shed any insight on why TNF induces a delayed RGC death. In contrast to TNF, intravitreal injection of either IL1A alone or IL1A+TNF led to significant transcriptional changes relative to PBS controls (2,000+ and 8,000+ genes, respectively). Pathway analysis revealed several interesting pathways to be upregulated, suggesting possible mechanisms for IL1A+TNF-induced RGC death. These included both apoptosis and necroptosis, as well as TNF, NOD-like, and Toll-like receptor signaling pathways. These findings demonstrated the early capability of these cytokines to drive both RGC death and immune-related signaling changes by 2 days.

We were particularly interested in whether glial activation occurred prior to or coincidently with RGC death after IL1A and IL1A+TNF injections. In OHT models of glaucoma, glial activation occurs before RGC loss (Howell et al., 2011; Howell et al., 2012). After mechanical axon injury to RGCs, our group showed using RNA-seq data that proinflammatory signaling and glial activation in the retina might be secondary to activation of pro-death pathways in RGCs after acute axonal injury (Syc-Mazurek et al., 2022). However, Liddelow and colleagues have shown that cytokine signaling kills RGCs, assumed to be acting through astrocytes (Liddelow et al., 2017; Guttenplan et al., 2021). Our RNA-seq data here showed that marker genes for astrocyte and microglial responses were upregulated. For microglia, expression changes showed clear upregulation of both IRM and DAM microglial responses. There were also significant changes in genes that are important in astrocyte activation. Upregulation of genes thought important in astrocytic states associated with pathology were present, including genes marking A1, A2, and pan reactive astrocytes. Interestingly, unlike previous *in vitro* findings (Liddelow et al., 2017), IL1A+TNF insult appeared to mediate not just A1, but also A2 signatures, suggesting that *in vivo* these cytokines do not act solely in an A1-mediated neurotoxic manner. However, because we performed bulk RNA-seq, we do not know if these marker genes were upregulated in distinct cell (sub) populations. Together, these data show that both microglia and astrocytes are activated at the onset of RGC injury and are consistent with an important role for glia in IL1A+TNF-induced RGC death.

Along with the role of neuroinflammatory signaling in IL1A+TNF-induced RGC death, we were also interested in understanding cell signaling pathways within RGCs that lead to RGC death after IL1A+TNF insult. The RNA-seq analysis showed that cell death pathways, including apoptosis and necroptosis, were overrepresented. It was particularly interesting that upstream regulator analysis of the differentially regulated transcripts identified the transcription factor JUN. JUN is important in RGC death after axonal injury and in ocular hypertensive eyes (Fernandes et al., 2012; Fernandes et al., 2013; Syc-Mazurek et al., 2017a,b; Syc-Mazurek et al., 2022).

To determine the downstream signaling events following IL1A+TNF insult before RGC death, we assessed animals injected with IL1A+TNF at 3 days for phosphorylated-c-jun (pJUN), a known transcription factor involved in RGC death following a variety of insults. At this time point, JUN is significantly elevated in IL1A+TNF injected retinas compared to PBS controls, with approximately 8–10% of RGCs expressing pJUN (Figure 6A). These findings indicated that JUN signaling is occurring downstream of IL1A+TNF insult. However, to assess whether *Jun* is required for RGC death after this insult, we recombined *Jun^fl^* alleles using *Six3*-cre to target RGCs and macroglia. Interestingly, loss of *Jun* in Six3-cre^+^ *Jun^fl^* animals failed to prevent RGC death after IL1A+TNF injection (Figure 5). These findings contrast with other glaucoma relevant insults showing protection to RGCs following loss of *Ju*n (Syc-Mazurek et al., 2017a,b), suggesting a *Jun* independent mechanism of RGC death following extrinsic application of IL1A+TNF. The RNA-seq pathway analysis also identified necroptosis as a potential cell death pathway acutely activated following IL1A+TNF. SARM1 is involved in necroptosis (Summers et al., 2014; Ko et al., 2020). Furthermore, SARM1 has recently been linked to neuronal survival after TNF insult, and, importantly, SARM1 is known to be involved in axonal and degeneration after axonal insult (Gerdts et al., 2015; Geisler et al., 2016; Gerdts et al., 2016; Fernandes et al., 2018), a key component of glaucomatous neurodegeneration. Ko and colleagues recently also found that *Sarm1*^–/–^ mice showed no RGC somal or axonal loss following TNF injection (Ko et al., 2020), suggesting SARM1 may play a key role in RGC somal death after a neurotoxic insult. Not surprisingly, *Sarm1*^–/–^ mice showed no loss of RGCs following IL1A+TNF (Figure 7), supporting the role of SARM1 in the soma after neurotoxic cytokine insult. Interestingly, SARM1, while typically described as a modulator of NAD+ metabolism and axon integrity, is also known as Myd88-5, which is a bottleneck molecule downstream in IL1A signaling (Wang et al., 2018). Our findings would also support SARM1’s role in initiating downstream mechanisms following exposure to IL1A+TNF. It will be important to determine if SARM1 continues to protect RGCs at later time points.

RNA-seq analysis was performed on *Sarm1* deficient mice 2 days following IL1A+TNF insult. This analysis was done to gain insight into where in the cell signaling process SARM1 was acting. When assessing the differences in gene expression IL1A+TNF treated eyes across genotypes, most of the differentially expressed genes fell under synaptic signaling pathways, with the largest genotype effect seen in *Sarm1* expression itself (Figures 7C−H). These data underscore that RGC death in control eyes treated with IL1A+TNF starts at 3 days post-injury, and changes to synaptic structure likely occur before overt neuronal loss and is seemingly modulated by SARM1 deficiency. 

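Among genes called between Sarm1-/- and WT IL1A+TNF retinas, Sarm1 had the smallest FDR, at 38 ± 7.85 CPM (SD, n = 6) against 92.4 ± 8.95 CPM (SD, n = 16; log2 fold change −1.38, SE 0.08, FDR 7.26e-24 from limma). It was lower in 6 of 6 retinas, and with batch 2 alone its FDR was 1.89e-06. Among DEGs that averaged at least 1 CPM, the largest log2 fold changes in size were those of Hmga2 (2.08, FDR 0.0116 from limma, 4 of 6 retinas higher), Ifi44 (−1.81, FDR 0.00038 from limma, 6 of 6 lower), Srarp (−1.73, FDR 0.00385 from limma, 4 of 6 lower) and Derl3 (1.57, FDR 0.00285 from limma, 5 of 6 higher). Slc38a5 came next (−1.49, FDR 0.0417 from limma), with 3 of 6 retinas lower. Except for Ifi44, these calls hung on single mice. Without mouse 61924 the FDR was 0.154 for Hmga2, 0.0575 for Derl3 and 0.391 for Slc38a5, and without mouse 61926 it was 0.103 for Srarp. Lists of neuronal genes were lower in Sarm1-/- than in WT IL1A+TNF retinas. All 15 RGC genes were lower and called, also when adjusted over the list alone (median log2 fold change −0.872, fry p = 3.55e-05, camera p = 3.19e-14 with the preset and 0.0263 with an estimated correlation). For the amacrine list the median was −0.721 (fry p = 0.000644), for the horizontal list −0.594 (fry p = 0.000612) and for the bipolar list −0.579 (fry p = 0.00769). Rod and cone lists had 0 genes called (median 0.117 and 0.00131, fry p = 0.3 and 0.849), and the cone median turned to −0.0296 with batch 2 alone. Within batch 2 alone, fry gave p = 0.0623 for the RGC list, 0.174 for amacrine, 0.154 for horizontal and 0.316 for bipolar genes. The RGC score was −1.16 ± 1.25 (SD, n = 6) in Sarm1-/- and −0.369 ± 0.293 (SD, n = 6) in WT IL1A+TNF retinas of batch 2, and 3 of the 6 Sarm1-/- retinas lay below the WT mean. It was −2.55 and −2.76 in the treated eyes of mice 61924 and 61926 and between −1.29 and −0.01 in the other 4.

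**Figure D3:**
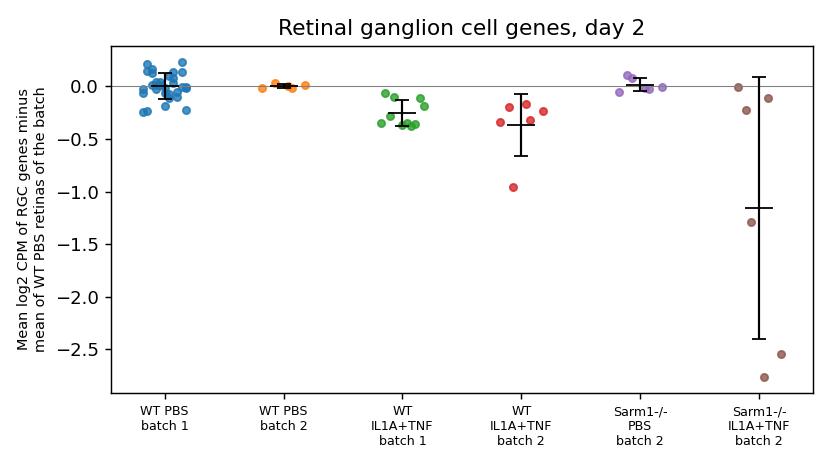
RGC score of each day 2 retina (points; vertical axis, mean log2 CPM of the 15 RGC genes minus the mean of the WT PBS retinas of the same batch) by group (horizontal axis), with mean and SD. Sarm1-/- IL1A+TNF retinas spread from −2.761 to −0.006 and Sarm1-/- PBS retinas have a mean of 0.0123 with an SD of 0.0615.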

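Nrf1 (ENSMUSG00000058440; chromosome 6, 30047988 to 30153458) encodes nuclear respiratory factor 1. In WT retinas it was at 41.4 ± 1.85 CPM (SD, n = 16) after IL1A+TNF and 45.2 ± 2.52 CPM (SD, n = 36) after PBS, a log2 fold change of −0.12 (SE 0.03, FDR 1.87e-05 from limma), with 15 of 16 retinas lower. In Sarm1-/- retinas it was at 47.3 ± 3.76 CPM (SD, n = 6) after IL1A+TNF and 42.8 ± 2.23 CPM (SD, n = 6) after PBS, a log2 fold change of 0.14 (SE 0.04, FDR 0.00593 from limma), with 6 of 6 retinas higher. This response was not called in the fit with mouse as a fixed factor, and its FDR was 0.133 without mouse 61924 and 0.0679 without mouse 61926. Between genotypes in IL1A+TNF retinas the log2 fold change was 0.19 (SE 0.04, FDR 0.00205 from limma, 6 of 6 retinas higher), with an FDR of 0.0633 without mouse 61924. In genotype by treatment it was 0.27 (SE 0.05, FDR 0.00263 from limma), with an FDR of 0.0753 without mouse 61924. With batch 2 alone the log2 fold change was 0.14 in Sarm1-/- retinas (FDR 0.0261 from limma) and −0.08 in WT retinas (FDR 0.226 from limma). There it was 0.17 between genotypes (FDR 0.0681 from limma) and 0.22 for genotype by treatment (FDR 0.814 from limma).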

In line with this, and in contrast to WT-treated eyes, SARM1-deficient eyes displayed an increased expression of *Nrf1*, previously implicated in the survival of developing RGCs and regulates mitochondrial function (Kiyama et al., 2018).

When comparing astrocyte activation markers, there appears to be a subtle but significant reduction in A1, but not A2 transcripts, in *Sarm1*^–/–^ treated eyes (Figure 8A). 

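Between Sarm1-/- and WT IL1A+TNF retinas, the 11 A1 genes had a median log2 fold change of −0.321 (fry p = 0.0318, 0.081 after adjustment over the 28 lists tested), and 1 was called, also when adjusted over the list alone. With camera the p was 0.0428 with the preset and 0.301 with an estimated correlation. With edgeR in place of limma the list's p was 0.062, and with batch 2 alone fry gave 0.112. For genotype by treatment the median was −0.579 (fry p = 0.00294), with 2 genes called over all genes and 6 adjusted over the list alone, and camera gave 0.000601 with the preset and 0.0818 with an estimated correlation. Within batch 2 alone the fry p was 0.0686. The A1 score was 0.768 ± 0.362 (SD, n = 6) in Sarm1-/- and 1.09 ± 0.255 (SD, n = 6) in WT IL1A+TNF retinas of batch 2, with 5 of 6 Sarm1-/- retinas below the WT mean. The 12 A2 genes had a median of 0.152 between genotypes (fry p = 0.189), with 1 gene called over all genes and 0 adjusted over the list alone. In genotype by treatment their median was −0.0657 and their mean −0.0615 (fry p = 0.96), and camera's direction was the opposite one. The A2 score was 1.32 ± 0.817 (SD, n = 6) in Sarm1-/- and 1.12 ± 0.313 (SD, n = 6) in WT IL1A+TNF retinas of batch 2. Of single A1 genes, Gbp2 changed by −0.28 in Sarm1-/- retinas (FDR 0.295 from limma, 6 of 6 retinas lower) and was called only without mouse 61765 (FDR 0.0423). In WT retinas of batch 1 it changed by 0.57 (FDR 2.25e-05 from limma, 10 of 10 retinas higher). Amigo2 changed by −0.93 in Sarm1-/- retinas (FDR 0.000404 from limma), with 3 of 6 retinas lower.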

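For the microglial genes the paper names, the response to IL1A+TNF was tested within each genotype and for a difference between genotypes. The IRM genes Ifitm3, Ifit3 and Irf7 had a median log2 fold change of 1.32 in WT retinas (fry p = 2.91e-11, 3 genes higher) and 0.294 in Sarm1-/- retinas (fry p = 0.0646, 1 gene higher, 1 adjusted over the list alone). The difference, genotype by treatment, had a median of −0.546 (fry p = 0.0415, and 0.331 with batch 2 alone). Irf7 rose by 2.16 on the log2 scale in Sarm1-/- retinas (SE 0.51, FDR 0.000368 from limma, 6 of 6 retinas), and Ifit3 by 0.29 (SE 0.32, not called by limma, 3 of 6 retinas). The DAM genes Trem2, Clec7a, Cst7 and Lpl had a median of 0.967 in WT (fry p = 8.27e-17) and 0.798 in Sarm1-/- retinas (fry p = 0.000715, 2 genes higher and 1 lower, 3 adjusted over the list alone). For genotype by treatment their median was −0.419 (fry p = 0.0619, and 0.0069 with batch 2 alone). In IL1A+TNF retinas they were lower in Sarm1-/- than in WT retinas (median −0.514, fry p = 0.000257), and with batch 2 alone too (median −0.603, fry p = 5.92e-05). Camera gave 0.0122 with the preset and 0.0553 with an estimated correlation for this comparison. In Sarm1-/- retinas Clec7a rose by 2.15 (SE 0.33, FDR 5.73e-07 from limma, 6 of 6 retinas) and Trem2 by 1.23 (SE 0.26, FDR 6.17e-05 from limma, 6 of 6 retinas). Neither was called in the fit of Sarm1-/- retinas with mouse as a fixed factor. Of the homeostatic genes P2ry12, Tmem119, Csf1r and Cx3cr1, only Csf1r was called in Sarm1-/- retinas (0.88, FDR 4.75e-05 from limma, 6 of 6 retinas higher). Cx3cr1 had −0.01 (SE 0.19, FDR 0.966 from limma), and its sign changed with edgeR (0.11) and with batch 2 alone (0.02).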

When assessing changes in microglial-associated transcripts, we saw similar levels of IRM and DAM transcript upregulation in both WT and *Sarm1*^–/–^ eyes after IL1A+TNF (Figure 8B). These results indicate that there are unique transcriptional differences (∼2,000 genes) following IL1A+TNF when cell death is prevented via loss of *Sarm1*, relative to WT eyes, but the majority of IL1A+TNF associated changes still occur ( > 8,000 genes), (Figure 7C). 

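In the fit of both batches, IL1A+TNF against PBS gave 11043 DEGs in WT retinas (5606 higher, 5437 lower) and 8768 in Sarm1-/- retinas (4289 higher, 4479 lower). The Sarm1-/- count was 5736 without mouse 61924, and with mouse as a fixed factor, which compares the 2 eyes of each of the 6 mice, limma called 0 (5761 at an unadjusted p under 0.05), while edgeR and DESeq2 without a mouse term called 8147 and 8351. Of the Sarm1-/- DEGs, 75% were also called in WT in the same direction. Between genotypes in IL1A+TNF retinas there were 2988 DEGs (814 higher, 2174 lower in Sarm1-/-). In genotype by treatment there were 1763 DEGs (304 higher, 1459 lower), and 1491 of them were also called between genotypes in IL1A+TNF retinas. With batch 2 alone the counts were 4110 in WT (2625 higher, 1485 lower), 6064 in Sarm1-/- (3232 higher, 2832 lower), 129 between genotypes (33 higher, 96 lower) and 0 for genotype by treatment. That 0 came from limma, and the smallest FDR there was 0.752. In the fit of both batches edgeR called 181 genes for genotype by treatment (104 higher, 77 lower) and DESeq2 called 443 (205 higher, 238 lower). The limma counts between genotypes in IL1A+TNF retinas and for genotype by treatment rested on 2 Sarm1-/- mice. Genotype by treatment gave 0 DEGs without mouse 61924, 15 without mouse 61926 and 2805 without mouse 61561. Between genotypes it gave 270 DEGs without mouse 61924 and 353 without mouse 61926. The median log2 fold change of the DEGs in size was 0.303 in WT, 0.477 in Sarm1-/-, 0.463 between genotypes and 0.656 for genotype by treatment.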

In fact, the apoptosis pathway was still enriched and JUN was also still a predicted upstream regulator (Figure 9) in IL1A+TNF treated *Sarm1* deficient eyes. As we utilized bulk RNA-sequencing for this first study we are unable to discern if these changes are occurring within RGCs specifically or in other cell-types such as astrocytes or microglia. Future work is required to delineate the cell-type specific changes in response to IL1A+TNF insult by approaches such as spatial transcriptomics and/or single cell RNA-sequencing.

Overall, these findings demonstrated the direct neurotoxic role of IL1A+TNF to retinal ganglion cells *in vivo*. We determined that RGC loss after IL1A+TNF is present by 14 days, and that the loss is JUN-independent and SARM1 dependent. This is an intriguing result. As discussed above, JUN has been shown to be critical for axonal or ocular hypertensive-induced somal loss. Also, ocular hypertension-induced RGC death has been shown to involve SARM1 (Zeng et al., 2024; Zhang et al., 2024) and IL1A, TNF, and C1Q Thus, more work is needed in order to understand who these results integrate into our understanding of glaucomatous neurodegeneration. For instance, the precise molecular signaling cascade(s) within RGCs that is critical for RGC death after a glaucomatous insult needs to be defined.

## Data Availability

The datasets presented in this study can be found in online repositories. The names of the repository/repositories and accession number(s) can be found at: https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE318351, accession GSE318351.

How the deposited data were processed for this re-analysis (not part of the article)

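RNA was sequenced from whole retinas of 64 mice, 109 retinas in all (54 female, 55 male), 2, 14 or 35 days after intravitreal injection. The conditions, sexes, batches and mouse numbers were taken from the sample labels, and the doses from the paper's methods. The authors aligned read pairs to mm10 with STAR and counted them per gene with featureCounts, and the deposited table holds these counts as whole numbers for 37315 genes, of which 5937 were 0 in every retina. The annotation release is not stated. For 35449 genes a symbol and position came from GENCODE M21 on GRCm38. Total counts ranged from 30014757 to 79064488 (median 39374202), so a count of 10 lies below 1 CPM in every retina.

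Values were computed in R 4.3.3 with limma 3.58.1, edgeR 4.0.16, DESeq2 1.42.0, fgsea 1.28.0 and statmod 1.5.0. Genes were kept by filterByExpr with a minimum count of 10, a minimum total of 15, a proportion of 0.7 and large groups counted from 10. Counts were scaled with TMM, and voom and duplicateCorrelation with mouse as the block were run in 2 rounds. Moderated t tests were adjusted by Benjamini-Hochberg over the genes tested in each comparison. The fit of the IL1A and TNF experiment at day 2 had terms for treatment and sex, days 14 and 35 had a fit each, and the Sarm1-/- experiment had terms for group, sex and batch. PBS retinas of the 3 days were compared by an F test without a block, since the correlation within mice could not be estimated there. The main tests, the lists and the alternatives were fixed before the data were examined. The exceptions are said to be chosen afterwards where they appear.

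Genes named are those the paper names in its text or labels in its figures, members of a list at the claim it belongs to, and in each comparison the 5 with the smallest FDR and the 5 with the largest log2 fold change in size. The last 2 kinds were taken among genes with an FDR under 0.05 and an average of at least 1 CPM.

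Lists were tested with fry, with camera (a preset or an estimated correlation between genes) and by counting called genes. The pan-reactive, A1 and A2 lists follow Liddelow et al., and the lists of IRM, DAM and homeostatic microglial genes hold those the paper names. From general knowledge came broader lists of DAM, homeostatic and interferon response genes, and lists of apoptosis, necroptosis, AP-1 and RGC injury genes. Also from general knowledge came lists for RGCs, amacrine, bipolar and horizontal cells, rods, cones, Müller glia, neutrophils, monocytes, T cells, B cells, erythrocytes, lens, pigment epithelium (RPE) and receptors of IL1 and TNF. The score of a list in a retina is its mean log2 CPM (prior count 2) minus the mean of the WT PBS retinas of the same batch and day. Reactome sets of 10 to 500 genes shipped with fgsea were used in place of KEGG, and the upstream regulator analysis was left out because its knowledge base was not available.

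Labels were checked against the counts. The lowest Xist level in a female retina was 1582 CPM, the highest in a male retina was 173 CPM, and Y genes were at least 249.3 CPM in males and at most 5.579 CPM in females. Eyes of the same mouse had a median correlation of 0.0632 (from −0.264 to 0.369) after group means were removed, against −0.00258 for different mice, and it was above 0.1 in 20 of 45 mice. No retina was a duplicate of another (smallest chi-square per gene 3.246). The tests were also run on simulated counts in which 200 genes changed by a log2 fold change of 1 or 2 in size. They called 99% of these for TNF and for IL1A+TNF at day 2 and 95% for genotype in PBS retinas. For genotype by treatment they called 92.5%, and 82.5% with batch 2 alone. The changed genes averaged at least 1 CPM, and smaller changes were not simulated. The genotype by treatment DEGs had a median log2 fold change of 0.656 in size, which these shares do not cover. Alternatives were other filters, normalizations and tools, no sex term, no block or mouse as a fixed factor, a joint fit of batch 1, and batch 2 alone. Each TNF mouse of day 2, Sarm1-/- mouse or batch 2 WT PBS mouse was also left out in turn. For a TNF or WT PBS mouse only its TNF or PBS retina was left out, and for a Sarm1-/- mouse both retinas. Counts of RGCs, immunostaining and the Jun-deficient experiments have no deposited files and were left out.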

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

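The tests of sequencing batches, of spread per batch, of single Sarm1-/- mice, of sex among Sarm1-/- mice, of the neuron covariate and of Xist were chosen only after the results were seen.

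The response to IL1A+TNF differed between genotypes in 1763 genes, as tested by genotype by treatment. Removing the GC content and gene length trend of each retina left 1954 genes. A separate spread for each batch left 1457. All groups of a batch shared that spread, so a wider spread in Sarm1-/- IL1A+TNF retinas alone was not tested. Their RGC score had an SD of 1.25, against 0.293 in WT IL1A+TNF retinas of batch 2. A response that is weaker overall in Sarm1-/- mice would put the differences against the WT change, but 1142 went with it and 621 against it. These calls rest on mice 61924 and 61926, whose eyes differed in response score by 1.45 and 1.39 (WT mean 1.07). The split of calls therefore tells nothing of a weaker response in the other Sarm1-/- mice. Other explanations stay open. Total counts of Sarm1-/- and WT IL1A+TNF retinas of batch 2 had p = 0.346 (exact permutation test), but WT IL1A+TNF retinas of batch 1 had lower totals (median 40761340 against 52200842 in Sarm1-/-), and depth and batch cannot be told apart for them. Without mouse 61924 the count was 0, and it was 15 without mouse 61926 and 2805 without mouse 61561. When genotype was exchanged between the 11 batch 2 mice, 13 of 100 splits gave as many genes as the real one (1750 without a block). For the difference between genotypes in IL1A+TNF retinas, 11 of 100 splits gave as many as the real one (2993 without a block). With WT retinas of batch 2 as the comparison, 0 genes were left for genotype by treatment and 1713 for genotype in IL1A+TNF retinas (1696 without a block). As few as 0 were found for genotype by treatment in 9 of 40 draws of as few batch 1 WT retinas, so for this count a difference between batches and a loss of samples cannot be told apart. For genotype, 37 of 40 draws gave 1696 or fewer (median 594). These draws compare retinas across batches and carry the error of the batch term, which the batch 2 comparison does not. They therefore do not show what the loss of samples alone brings. With the mean of the RGC, amacrine, bipolar and horizontal lists as a covariate, 114 genes outside these lists were left, against 2780 with a photoreceptor covariate. These lists themselves differ between genotypes, so the covariate takes up part of the difference by construction, and lower RNA of inner retinal neurons stays open. An effect of Sarm1 itself stays open too.

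Female and male Sarm1-/- mice differed in their response to IL1A+TNF in 7064 genes (3434 higher, 3630 lower in females). With each Sarm1-/- mouse left out in turn the count was between 5146 (mouse 61561) and 7405 (mouse 61765). The females had 10879 DEGs and the males 20. In WT retinas of both batches, 0 genes differed by sex with limma (415 at an unadjusted p under 0.05). There are 3 mice of each sex, and the real split was the largest of 10 splits of 3 against 3 (1 of 10, the smallest share possible). The response score, 1.39 ± 0.0664 (SD, n = 3) in females and 0.362 ± 0.389 (SD, n = 3) in males, has p = 0.1 (exact permutation test), again the smallest possible. In WT mice of batch 2 the score went the other way, 0.943 in 2 females and 1.16 in 3 males (exact permutation p = 0.1). Sex of the animals stays open as a biological explanation. The females include the mice with the lowest RGC scores and the males include those whose PBS eyes scored high, so sex and differences between single mice cannot be told apart here.

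Lists also differed between genotypes in their response: the RGC list (fry p = 0.000146, median difference −0.925) and the A1 list (fry p = 0.00294, median difference −0.579). The tests above counted genes and were not run on these lists, so the explanations named there stay open here. The A1 difference went against the rise of that list in WT retinas, so a weaker response in Sarm1-/- retinas stays open for it. The amacrine (median −0.812, fry p = 0.000827), bipolar (−0.75, fry p = 0.00911), horizontal (−0.655, fry p = 0.00137) and Müller glia (−0.351, fry p = 0.00535) lists moved the same way. Rods (0.143, fry p = 0.214) and cones (0.0432, fry p = 0.778) did not.

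Single retinas lay far from the others of their group in 8 of 88 comparisons of a list score within a group, and chance gives about 1 in 20. The lens score was 6.909 in a Sarm1-/- PBS retina (mouse 61561, nearest −1.359) and 6.934 in a WT IL1A+TNF retina of batch 2 (mouse 61721, nearest −0.719). The latter retina also had the lowest RGC score of its group, −0.953 (nearest −0.338). The A2 score was −0.411 in a WT PBS retina of batch 2 (mouse 61722, nearest 0.016). In TNF retinas, the A1 score was −0.87 at day 2 (mouse 60584, nearest −0.137) and the RGC score was 0.064 at day 14 (mouse 59709, nearest −0.089). At day 35 the interferon score was 0.385 (mouse 59894, nearest 0.057) and the neutrophil score was 0.547 (mouse 59737, nearest −0.022). Lens tissue carried over at dissection is a candidate source of the lens scores, as lens genes moved together over PBS retinas (median correlation 0.87). The same measure was 0.567 for the RGC list, 0.632 for rods and 0.542 for neutrophils. For the RPE list, whose fry p after IL1A+TNF was 0.000199, it was 0.4, below all of these. No biological explanation was tested for these retinas.

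Genes the paper does not discuss responded too. Neutrophil genes rose after IL1A+TNF (8 of 11 called and higher, 8 adjusted over the list alone, median log2 fold change 2.46, fry p = 6.6e-13). Blood left in the tissue would bring erythrocyte genes, but that list had 0 of 5 genes called with limma and p = 0.457 from fry. Monocyte genes rose as well (median 2.05, fry p = 1.69e-09), and entry of blood leukocytes into the retina is a candidate explanation. Il1r2 is in both the neutrophil list and the list of receptors.

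RPE genes fell after IL1A+TNF (8 of 10 called and lower, median log2 fold change −1.51, fry p = 0.000199). They fell as far after TNF alone (3 called and lower, 9 adjusted over the list alone, median −1.58, fry p = 0.00236), where the score was −1.45 ± 1.07 (SD) and 8 of 8 retinas lay below the PBS mean, so the fall is not particular to the combination. Pigment epithelium carried into the retina sample in unequal amounts may explain this, as may a change in that tissue, which was not tested. The lens list had 1 gene called among 11, and 0 adjusted over the list alone (median 1.46, fry p = 0.216).

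PBS retinas of days 2, 14 and 35 differed in 7016 genes (F test), and in 7163 with edgeR. Exchanging the days between retinas gave as many in 1 of 100 splits, the real one, and at most 157 otherwise. The labels do not say whether the days were processed together, and no technical explanation was tested. The time since injection and the age of the mice stay open, as untested.

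In 1 male Sarm1-/- IL1A+TNF retina (mouse 62221) Xist was at 173 CPM, 7.65% of the median of female retinas, and the next highest male had 7.32 CPM. Its Y genes were at 272.6 CPM, within the range of male retinas (249 to 351), which a small share of female RNA would leave in place. RNA from a female retina and another origin of Xist cannot be told apart by this level.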

How the results depend on the processing

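The fits with WT groups kept apart by batch, the batch 2 values of the cell type lists, and the alternatives for the non-additive response and for sex among Sarm1-/- mice were chosen only after the results were seen.

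Of the counts of DEGs, 142 stayed within 1.5 times under an alternative and 35 did not. The IL1A+TNF count stayed within it under 9 of 9 alternatives (6676 to 10208), and so did the comparison of IL1A+TNF with IL1A under 7 of 7 (1722 to 2318). Among values of named genes, 1044 kept direction and side of the threshold, 66 fell below the threshold, 4 passed it and 9 reversed. Without the mouse block, all counts stayed within 1.5 times (9778 for IL1A+TNF, 4110 for IL1A, 107 for TNF, 1750 for genotype by treatment). The cause of the changes below was not tested, except where fewer samples or genes enter by construction.

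With mouse as a fixed factor in place of a random block, which leaves out mice without a pair of eyes, there were 1244 DEGs for IL1A, 0 for TNF at day 2 (1471 at an unadjusted p under 0.05), 8 for TNF at day 35 and 0 for the response of Sarm1-/- retinas (5761 at an unadjusted p under 0.05), all with limma. No other tool was run with mouse as a fixed factor. Without a mouse term edgeR gave 4056, 242, 0 and 8147. The TNF count at day 2 was 245 with a joint fit of all batch 1 retinas, 242 with edgeR and 268 with DESeq2. For the non-additive response, 422 genes were called with no low-count filter and 1102 with DESeq2, and for the effect by sex at day 2 edgeR called 1.

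With WT groups kept apart by batch, there were 6768 DEGs in WT, 5 for genotype in PBS retinas, 1713 for genotype in IL1A+TNF retinas and 0 for genotype by treatment (limma, 2293 at an unadjusted p under 0.05). With batch 2 retinas only, these were 4110, 2, 129 and 0 (1125 at an unadjusted p under 0.05), with fewer retinas in the fit. In the fit of both batches, genotype in IL1A+TNF retinas gave 1195 with edgeR and 1600 with DESeq2, and genotype by treatment gave 181 and 443. With edgeR 656 of 1195 were higher in Sarm1-/- retinas, against 814 of 2988 with limma.

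With each of the 8 TNF mice left out in turn, the TNF count at day 2 ranged from 17 (mouse 60585) to 443 (mouse 60584). With each of the 6 Sarm1-/- mice left out in turn, the response of Sarm1-/- retinas ranged from 5736 (mouse 61924) to 9633 (mouse 61561). Genotype in IL1A+TNF retinas ranged from 270 (mouse 61924) to 3944 (mouse 61561), and genotype by treatment from 0 (mouse 61924) to 2805 (mouse 61561). No mouse was left out for the IL1A and IL1A+TNF counts at day 2.

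With batch 2 retinas only, the fry p of the pan-reactive list for genotype was 0.889, with the direction reversed. For the A1 list it was 0.112 for genotype and 0.0686 for genotype by treatment. With edgeR the A1 list had 0.062 for genotype, and the A2 list had 0.872 for genotype by treatment with the direction reversed. With batch 2 retinas only, the values for genotype and genotype by treatment were 0.0623 and 0.153 for RGCs, 0.174 and 0.282 for amacrine cells, 0.316 and 0.442 for bipolar cells, 0.154 and 0.313 for horizontal cells, and 0.973 and 0.854 for cones, which reversed. For genotype by treatment they were 0.072 for Müller glia, 0.331 for the IRM genes, 0.0069 for the DAM genes and 0.0472 for the homeostatic genes, and the last 2 were above 0.05 in the fit of both batches.

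Counting only genes with an FDR under 0.01 moved 9 results of Reactome sets, given as FDR. The Toll-like receptor set moved to 0.024 for IL1A+TNF at day 2 and to 0.107 in WT retinas (0.144 there with a background of genes with 1 CPM). For IL1A the neurotransmitter receptor set moved to 0.0945, the GABA set to 0.0862 and the NOD-like receptor set to 0.00758. The GABA set moved to 0.0511 for genotype in IL1A+TNF retinas. For genotype by treatment the synapse, neurotransmitter and GABA sets moved to 0.547, 0.54 and 0.747. The other 214 values kept their side.

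Changes of genes that were not called reversed, and except for Fbln5 they were near 0. With edgeR and DESeq2, Serping1 after TNF had 0.02 and 0.01, and P2ry12 after IL1A+TNF had −0.01 and 0. Fbln5 in Sarm1-/- retinas had −0.49 with limma (FDR 0.3), but 0.02 with edgeR and 0.01 with DESeq2. Cx3cr1 in Sarm1-/- retinas had 0.11 and 0.1, and 0.02 with batch 2 retinas only. Depth was at least 30014757 in every retina, and no alternative changed it.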

Differences from the paper's values

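The paper states about 50 DEGs after TNF alone at day 2, and the count here was 128. None of the 9 alternatives set before the data were examined for filter, normalization, tool, covariate or block came within 1.5 times of the paper's value (0 to 268). With a single TNF mouse left out in turn, 4 of 8 counts did: 35 without mouse 59833, 62 without mouse 60033, 69 without mouse 60639 and 70 without mouse 59733. An FDR under 0.01 gave 48.

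The paper gives its number of DEGs after IL1A alone as 2000 or more. The count here, 4193, lies above that floor by more than 1.5 times and does not go against it. The bar in Fig. 2A shows about 4000, read by eye. Of the 9 alternatives set before the data were examined, 8 lay above the floor by more than 1.5 times (the highest 4653), and mouse as a fixed factor gave 1244, below it. An FDR under 0.01 gave 2674.

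Of the genes marked in Fig. 3A for IL1A, 1 of 36 differed: Tm4sf1 is marked as changed, and here its log2 fold change was 0.43 (FDR 0.0572 from limma). It was called in the joint fit of all batch 1 retinas (FDR 0.0268). In Fig. 3B, 1 of 11 differed for IL1A: Ifitm3 is not marked, and here it had 0.48 (FDR 0.0395 from limma). It was not called without a low-count filter (FDR 0.0639), with edgeR (0.0743), with DESeq2 (0.0782) or with mouse as a fixed factor (0.237).

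In Fig. 8A, 4 of 36 genes differed for Sarm1-/- retinas. H2-D1 (log2 fold change 1.56, FDR 1.04e-05 from limma), Ggta1 (1.22, FDR 6.58e-05 from limma) and Emp1 (1.33, FDR 0.00107 from limma) are not marked and were called here. With mouse as a fixed factor they were not called (FDR 0.117, 0.136 and 0.135). Gbp2 is marked, and here it had −0.28 (FDR 0.295 from limma). It was called without mouse 61765 (FDR 0.0423).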

Other observations

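The tests of chromosome 17, of called genes near Sarm1 in PBS retinas, of exchanged eyes and of TNF effects between days were chosen only after the results were seen.

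Treated and PBS eyes were exchanged within mice, and the DEGs were counted again without a block. As many as in the real data were found in 1 of 100 splits for IL1A+TNF (9778 in the real data), 4 of 100 for IL1A (4110) and 6 of 100 for TNF at day 2 (107). For IL1A+TNF against IL1A, with the labels of these eyes exchanged, it was 1 of 100 (1958), and for genotype in PBS retinas, with genotype exchanged between batch 2 mice, 1 of 100 (8). For the response in WT retinas it was 1 of 100 (11027) and in Sarm1-/- retinas 1 of 32 (8734). The highest other split gave 8942 for IL1A+TNF at day 2, 9345 in WT retinas and 8616 in Sarm1-/- retinas. The last lies close to the real count. The TNF count, 128 with the block, was 17 without mouse 60585 and 443 without mouse 60584. Where the real count was 0, each split gives as many by construction and the splits tell nothing: 16 of 16 for TNF at day 14, 64 of 64 at day 35, and 100 of 100 for the TNF effect at day 14 or 35 against day 2.

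Some comparisons of subgroups called 0 genes with limma. The effect of IL1A+TNF by sex at day 2 had 1308 genes at an unadjusted p under 0.05 (edgeR 1, with 1133), with 8081 DEGs in females and 6408 in males. The effect by batch in WT retinas had 1186 (edgeR 0, with 931). PBS retinas by the treatment of the other eye had 665 (edgeR 0, with 682). With real counts of 0, the 100 of 100 splits that gave as many in each tell nothing.

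Genes called between Sarm1-/- and WT PBS retinas lay near Sarm1: apart from Sarm1 itself, 4 of 6 with a position were within 10 Mb, where 2.25% of tested genes lie (one-sided Fisher's exact test, p = 3.63e-06). The 440 genes there that were not called had a mean absolute t of 0.927, against 0.808 for random lists (permutation p = 2e-04). Of the genes called in IL1A+TNF retinas, 80 of 2963 lay there (one-sided Fisher's exact test, p = 0.0433). The 2 called genes on chromosome 17 start 0.00841 Mb apart, and 0.0526% of pairs of tested genes are as close. A region of another strain's variants around Sarm1, and another on chromosome 17, is a candidate explanation. An effect of the deletion on neighboring genes stays open.

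PBS eyes of 2 male Sarm1-/- mice had raised scores: pan-reactive 1.156 and 1.282, neutrophil 2.728 and 2.376 (mice 61561 and 61564). The smallest difference between the eyes of a Sarm1-/- mouse was 0.00348, in mouse 61561, and in 0 of the mice did the PBS eye score above the other. Exchanged eyes alone would leave a PBS-like response score in the eye labelled IL1A+TNF. Those eyes scored 0.487 (mouse 61561) and 0.833 (mouse 61564), above the WT PBS eyes of batch 2 (−0.206 to 0.171). These values argue against exchanged eyes as the only cause in these 2 mice. In mouse 61561 the nearly equal scores do not tell which eye received IL1A+TNF.

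After IL1A+TNF the RGC list (13 of 15 genes lower, 13 adjusted over the list alone, median −0.253, fry p = 9.22e-06) fell less than photoreceptor lists. The difference from the rod list was 0.312 and from the cone list 0.741, each with p = 1e-05, the smallest that 100000 permutations can give. A lower share of all neurons alike would move these lists together. Against the amacrine, bipolar and horizontal lists the differences were −0.0581 (permutation p = 0.102), 0.0809 (0.135) and −0.105 (0.0554).

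IL1A and TNF together differed from the sum of their single effects in 703 genes (348 higher, 355 lower). Of these, 28 went against the combined change and 675 with it. Saturation of genes already raised by IL1A would put them against it, but the IL1A+TNF retinas enter both values, which favours calls that go with it, so saturation stays open. As many genes were found in 14 of 100 splits of treated and PBS eyes (684 in the real data without a block). Removing the GC content and gene length trend left 10057 DEGs for IL1A+TNF.

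The TNF retina without which the fewest DEGs were left, 17 (mouse 60585), had a pan-reactive score of −0.093, below every IL1A retina (at least 0.314). Its neutrophil score was 0.814, the highest of the TNF retinas and within the range of IL1A retinas (0.482 to 3.055), though PBS retinas reached 2.089. Exposure of that eye to IL1A stays open, since the 2 lists go opposite ways in this 1 retina. All TNF DEGs (100%) had the same direction after IL1A, and 121 were also called there. Both comparisons use the same PBS retinas, which alone gave a median of 75% (highest 82.8%) in 100 simulated data sets with no change. With no PBS retina in common it was 84.4% (exact one-sided permutation p = 0.0391), so a weak form of the IL1A response may underlie the TNF genes. The TNF count was 443 without mouse 60584.

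Other lists after IL1A+TNF at day 2 had these medians with fry: rods −0.584 (p = 4.64e-13), cones −0.733 (p = 1.34e-15), bipolar cells −0.397 (p = 6.17e-09), amacrine cells −0.225 (p = 8.65e-08), horizontal cells −0.199 (p = 1.42e-05) and Müller glia −0.166 (p = 0.153). For T cells the median was 0.252 (p = 0.22), for B cells 0.3 (p = 0.0365), for homeostatic microglia in the broader list 0.213 (p = 0.00047) and for receptors of IL1 and TNF 1.34 (p = 8.57e-12). In TNF retinas of day 35 the pan-reactive score was above the PBS mean in 9 of 9 (0.298 ± 0.177, SD). The receptor score was below it in 9 of 9 (−0.247 ± 0.185, SD). Every other list had retinas on both sides. These 2 lists were picked after the scores were seen, and limma called 0 genes at that day.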
